# The Oct1 homolog Nubbin is a repressor of NF-κB-dependent immune gene expression that increases the tolerance to gut microbiota

**DOI:** 10.1186/1741-7007-11-99

**Published:** 2013-09-06

**Authors:** Widad Dantoft, Monica M Davis, Jessica M Lindvall, Xiongzhuo Tang, Hanna Uvell, Anna Junell, Anne Beskow, Ylva Engström

**Keywords:** Antimicrobial peptides, *Drosophila*, Gene regulation, Host-pathogen interaction, Immune signaling, Innate immunity, NF-kappaB, Oct /POU transcription factors, Stress response

## Abstract

**Background:**

Innate immune responses are evolutionarily conserved processes that provide crucial protection against invading organisms. Gene activation by potent NF-κB transcription factors is essential both in mammals and *Drosophila* during infection and stress challenges. If not strictly controlled, this potent defense system can activate autoimmune and inflammatory stress reactions, with deleterious consequences for the organism. Negative regulation to prevent gene activation in healthy organisms, in the presence of the commensal gut flora, is however not well understood.

**Results:**

We show that the *Drosophila* homolog of mammalian Oct1/POU2F1 transcription factor, called Nubbin (Nub), is a repressor of NF-κB/Relish-driven antimicrobial peptide gene expression in flies. In *nub*^*1*^ mutants, which lack Nub-PD protein, excessive expression of antimicrobial peptide genes occurs in the absence of infection, leading to a significant reduction of the numbers of cultivatable gut commensal bacteria. This aberrant immune gene expression was effectively blocked by expression of Nub from a transgene. We have identified an upstream regulatory region, containing a cluster of octamer sites, which is required for repression of antimicrobial peptide gene expression in healthy flies*.* Chromatin immunoprecipitation experiments demonstrated that Nub binds to octamer-containing promoter fragments of several immune genes. Gene expression profiling revealed that *Drosophila* Nub negatively regulates many genes that are involved in immune and stress responses, while it is a positive regulator of genes involved in differentiation and metabolism.

**Conclusions:**

This study demonstrates that a large number of genes that are activated by NF-κB/Relish in response to infection are normally repressed by the evolutionarily conserved Oct/POU transcription factor Nub. This prevents uncontrolled gene activation and supports the existence of a normal gut flora. We suggest that Nub protein plays an ancient role, shared with mammalian Oct/POU transcription factors, to moderate responses to immune challenge, thereby increasing the tolerance to biotic stress.

## Background

All multicellular organisms rely on evolutionarily selected immune defense mechanisms for protection against faster growing unicellular organisms, such as bacteria, fungi and protozoa, as well as viruses. In addition, multicellular parasites are threats that have to be combated by protective and reactive defense systems. The innate immune system, which is present in all metazoans, possesses the necessary duality in preventing infections and conquering them effectively. The former involves constitutively operating defenses, which are always present and counteract the invasion and growth of microbes, while the latter is based on recognition of the invader(s) and the immediate activation of cascades of parallel immune reactions with the purpose of eradicating the invading organism.

*Drosophila melanogaster* is a powerful model organism to identify genes involved in the innate immune system and its regulation. Several signal transduction pathways are involved in transferring information from the extracellular site of infection to elicit changes in gene expression of effector molecules such as antimicrobial peptides (AMPs) and reactive oxygen species (ROS) (reviewed in [1-5]). There are several families of AMP genes in *Drosophila* and other insects, most of which have been shown to be highly up-regulated in response to infection, primarily a result of signaling via the Toll and Immune Deficiency (IMD) pathways. These pathways are activated through extracellular recognition of pathogen-specific signature molecules, such as bacterial peptidoglycans. Signal transduction promotes nuclear translocation of the key NF-κB/Rel transcription factors *Dorsal*-related immunity factor (Dif) and Relish, which bind to a large number of target genes and activate their expression. As a result of transcription factor binding, dramatic up- and down-regulation of immune-regulated genes occurs, as was shown in several whole genome expression analyses (reviewed in [2,3]). Immune response genes contain infection-induced response elements (IRE), which typically consists of a few nested κB-like sites to which the NF-κB/Rel factors bind, linked with target sequences for tissue-specific GATA transcription factors [2]. Constitutive expression of ROS and of subsets of AMP genes is evident in epithelial linings of the digestive, respiratory and reproductive organs [4-6]. This is controlled via independent regulatory modules, of which a few have been identified and characterized [7,8].

Negative control of immune defense genes is of paramount importance to prevent aberrant activation, and to attenuate the immune response once the infection is eliminated. It has been shown that negative feedback regulation occurs at several levels of both the Toll and IMD pathways (reviewed in [3-5]). Blocking this negative feedback regulation leads to sustained and/or stronger immune reactions [3,9]. Direct transcriptional repression of immune defense genes has also been demonstrated. The homeodomain transcription factor Caudal (Cad) was shown to act as a gut-specific negative regulator of AMP gene expression [10], and *Drosophila* AP1 and STAT proteins were reported to act as negative regulators of *AttacinA* (*AttA*) expression [11]. However, continuous presence of commensal microbes in the gut does not promote constitutive activation of large batteries of genes in an NF-κB-dependent manner, therefore additional transcriptional regulators must exist that repress or modulate the expression of immune defense genes.

The POU family of transcription factors constitutes a large group arranged in six subclasses (I to VI) [12,13]. The name POU has its origin from the founding mammalian members Pit-1 and Oct-1/Oct-2, and the *Caenorhabditis elegans* Unc-86 protein [14]. Five different POU protein genes are present in the *Drosophila melanogaster* genome*,* belonging to four of the POU family subclasses, indicating that this transcription factor family is evolutionarily ancient [12,13]. The *Drosophila nub* gene (also called *POU domain protein 1* (*Pdm1*)) encodes a class II POU protein [15-17] and is a homolog of the human *POU2F1/Oct-1* and *POU2F2/Oct-2* genes [18], with which it shares considerable sequence similarity [15,17]. It has been predicted through genome annotation that the *nub* gene contains two independent transcription units (*nub-RB* and *nub-RD*) that each encode one specific protein variant: Nub-PB (104 kDa) and Nub-PD (65 kDa), which share the C-terminus, including the DNA-binding POU and homeodomains, but differ in their N-termini (Additional file 1). The *Drosophila nub* gene was originally identified as a viable mutation, *nub*^*1*^, caused by the insertion of a retrotransposon in the promoter region [19,20] just upstream of the first exon of the *nub-RD* transcription unit (Additional file 1). The *nub* gene has been extensively studied for its roles in embryonic development, in differentiation of the central nervous system [21-24], and for normal growth and patterning of wings and legs [20,25-28]. More recently, immunostaining of Nub protein has been used as an enterocyte cell marker in the adult midgut [29], but the role of *nub* in these cells has not been defined.

Mammalian POU factors are well known regulators of genes involved in both innate and adaptive immune processes. Initially, the mammalian class II factors Oct-1 and Oct-2 (Oct1/2) were identified as activators of immunoglobulin gene expression in B cells via octamer sequences [30]. Although the involvement of Oct-1/2 in immunoglobulin gene expression and B-cell development could not be confirmed in knock-out mice [31,32], a large number of immunomodulatory and inflammatory genes have been shown to be targets of Oct-1 *in vitro* and in cell-based assays (reviewed by [33,34]).

We previously isolated cDNAs for three POU domain transcription factors in a yeast screen for novel regulators of immune response genes [35]. One of these, corresponding to the *nub-RD* transcript, activated expression of a *Cecropin A1-luciferase* (*CecA1-luc*) reporter in *Drosophila* cells, indicating that the Nub-PD protein is able to bind and regulate transcription from the *CecA1* promoter. Here we show that Nub-PD acts primarily as a negative regulator of immune defense genes. This negative control of effector gene expression seems to be crucial in supporting a normal gut microbiome, as mis-regulated gene expression, due to a mutation in the *nub* gene, significantly changed the commensal gut flora. The elevated AMP gene expression was NF-κB/Relish-dependent, and could be blocked by transgene expression of Nub-PD, demonstrating its capacity to directly down-regulate expression of immune defense genes. We suggest that Nub protein serves a crucial role in suppressing aberrant immune and stress gene activation in healthy flies, thereby promoting immune homeostasis and tolerance to the commensal microflora.

## Results

### Nub is a negative regulator of NF-κB/Relish-driven immune gene expression

We isolated a *nub* cDNA in a yeast screen for regulators of the *Drosophila CecA1* gene [35]. This cDNA represented the *nub-RD* transcript, expressed from the *nub* gene, encoding the Nub-PD protein form (Additional file 1). In *Drosophila* cell culture transfection assays, the *nub-RD* cDNA was found to activate expression of a *CecA1-luc* reporter construct [35], supporting a possible role as a regulator of immune response genes*.* This result prompted an in-depth investigation of the *in vivo* role of this POU transcription factor in regulation of immune gene expression in flies.

To examine if Nub-PD is necessary for *CecA1* expression *in vivo*, we analyzed the expression of a *CecA1-lacZ* reporter gene in uninfected flies, in a wild-type (wt) and *nub*^*1*^ mutant background*.* In homozygous *nub*^*1*^ flies (Additional file 1), expression of the *nub-RD* transcript is strongly reduced [20] and no Nub-PD protein is detected on immunoblots (Additional file 2B), whereas the Nub-PB protein is still expressed in the *nub*^*1*^ flies, confirming that *nub*^*1*^ mutation is specifically affecting the expression of the Nub-PD protein. Surprisingly, we observed prominent β-galactosidase (β-gal) reporter staining in the fat body of uninfected *nub*^*1*^*; CecA1-lacZ* flies (Figure 1B) compared to the control flies (Figure 1A), indicating that Nub-PD acts as a negative regulator of *CecA1* expression in fat body. In addition, we observed strong *CecA1-lacZ* expression in the posterior midgut of *nub*^*1*^*; CecA1-lacZ* flies (compare Figure 1C and D; arrows). To confirm that the elevated β-gal reporter staining is a consequence of the *nub*^*1*^ mutation, we used RNA interference (RNAi) to down-regulate *nub* transcript and protein. Expression of a hairpin construct, *UAS-dsnub*, driven by a fat body-specific Gal4 driver line (*c564-Gal4*) in transgenic flies, combined with the *CecA1-lacZ* reporter, promoted strong β-gal reporter staining in the fat body, compared to control flies (Figure 1E,F), strongly supporting that the *nub* gene is responsible for repression of *CecA1* in healthy flies*.*

**Figure 1:**
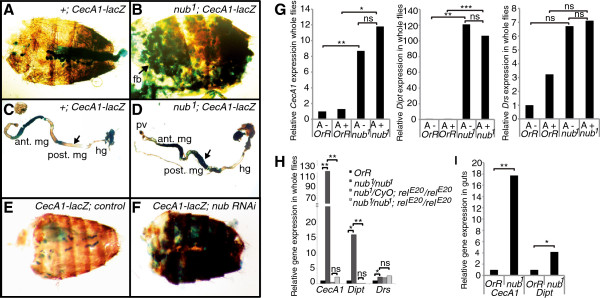
**Antimicrobial peptide genes are over-expressed in uninfected *nub***^***1 ***^**flies. (A**-**F)** Reporter β-galactosidase staining (*CecA1-lacZ*) in fat body and intestine of uninfected flies. Strong β-galactosidase expression was observed in fat body and posterior midgut (arrows) in *nub*^*1*^ mutant background **(B**,**D)** but not in wild type background **(A**,**C)**. Elevated reporter gene expression was confirmed using RNA interference against *nub* in the fat body (*CecA1-lacZ/c564-Gal4;UAS-dsnub/+*) **(F)**, in comparison with control flies (*CecA1-lacZ/c564-Gal4; +/+*) **(E)**. **(G**,**H)** Quantification of *CecA1*, *Dipt* and *Drs* mRNA levels in extracts of whole flies by RT-qPCR after pre-treatment with a cocktail of antibiotics (A+) or untreated control (A–) **(G)**, and in *Rel*^*E20*^ mutant background **(H)**. **(I)** Quantification of *CecA1* and *Dipt* mRNA levels by RT-qPCR in extracts of dissected intestines. The data are mean values; *n =* 3 **(G)**, *n =* 4 **(H**,**I)**. Statistical significance was calculated using paired *t*-test, *P <0.05, **P <0.01, ***P <0.001. fb, fat body; hg, hind gut; mg, midgut; pv, proventriculus; ns, not significant.

These results were further substantiated by analyzing the steady-state mRNA levels of a few AMP genes in extracts of whole flies and dissected guts by quantitative reverse transcriptase-PCR (RT-qPCR) (Figure 1G-I). Expression of *CecA1* and *Diptericin* (*Dipt*) was significantly higher in *nub*^*1*^ than in wt flies (Figure 1G-1I), whereas *Drosomycin (Drs)* expression was only slightly increased (Figure 1G,H). To eliminate the possibility that the high level of AMP gene expression was due to the presence of an ongoing infection, and not the *nub*^*1*^ mutation, we treated flies with a potent cocktail of antibiotics prior to the analysis. Antibiotic-treated and untreated flies promoted similar levels of high *CecA1* and *Dipt* expression (Figure 1G), indicating that Nub-PD was responsible for the repression of the expression of at least these two AMP genes, and also suggesting that activation, that is*,* de-repression, occurs both in the absence and presence of commensal microbes in healthy flies. The *CecA1* and *Dipt* genes are well-established targets of NF-κB/Relish transcriptional activation. Importantly, we found that the high steady-state expression of *CecA1* and *Dipt* in uninfected *nub*^*1*^ flies is Relish*-*dependent, because it was significantly reduced in *Rel*^*E20*^ mutants (Figure 1H), whereas the small but significant up-regulation of *Drs* in *nub*^*1*^ flies was Relish-independent. Taken together, this indicates that Nub-PD acts as a transcriptional repressor of Relish-dependent genes, possibly rendering these genes inactive in the absence of infection. In accordance with this assumption, we found that in the midgut, where Relish was previously shown to be constitutively cleaved and activated [10], *CecA1-lacZ* reporter staining was prominent in *nub*^*1*^ mutants (Figure 1D). In addition, *CecA1* and *Dipt* mRNA levels were significantly elevated in dissected guts from *nub*^*1*^ flies compared to wt controls (Figure 1I). We conclude that Nub-PD acts as a negative regulator of Relish-dependent *CecA1* and *Dipt* gene expression both in the gut and fat body. In response to bacterial infection, expression of *CecA1*, *Dipt* and *Drs* mRNAs was potently activated both in wt control and *nub*^*1*^ flies (Additional file 3). The expression levels of all three genes were reproducibly higher in *nub*^*1*^ compared to wt, suggesting a negative effect of the presence of Nub-PD in wt flies. However, due to large biological variation in transcriptional response to infection, especially in the *nub*^*1*^ mutant, the difference was not statistically significant (Additional file 3). In summary, our results indicate that Nub-PD is a negative regulator of the expression of at least two AMP genes, *CecA1* and *Dipt*, in healthy flies. In response to infection, activation is dominant and repression is to a large extent alleviated, leading to strong immune gene expression in both wt and *nub*^*1*^ flies; at the same time, some de-repression was evident in *nub*^*1*^ mutants.

### The commensal bacterial load is significantly diminished in guts of *nub*^*1*^ mutant flies

A possible consequence of the elevated AMP gene expression in guts of *nub*^*1*^ flies is that the numbers of commensal bacteria would be reduced. To test this we plated the gut content from individual flies on bacterial medium (Figure 2A) and found that whereas wt flies typically contained between 10^3^ to 10^4^ colony forming units per gut, no bacterial colonies grew from the guts of *nub*^*1*^ mutants (*n =* 15) (Figure 2), indicating that *nub*^*1*^ guts constitute a highly bacteriostatic environment. Although no colonies grew, we do not consider the guts of *nub*^*1*^ mutants to be completely devoid of bacteria, because amplification of bacterial 16S rRNA genes indicated that guts from *nub*^*1*^ mutants do contain bacteria (unpublished). Our conclusion is, however, that the numbers of live, cultivatable bacteria in guts of *nub*^*1*^ mutants is strikingly diminished compared with that of wt flies. Thus, in the absence of a functional Nub-PD protein as in *nub*^*1*^ mutants, the gut microbiome is severely affected, most likely as a consequence of the increased expression of AMPs and possibly of other immune effector molecules.

**Figure 2:**
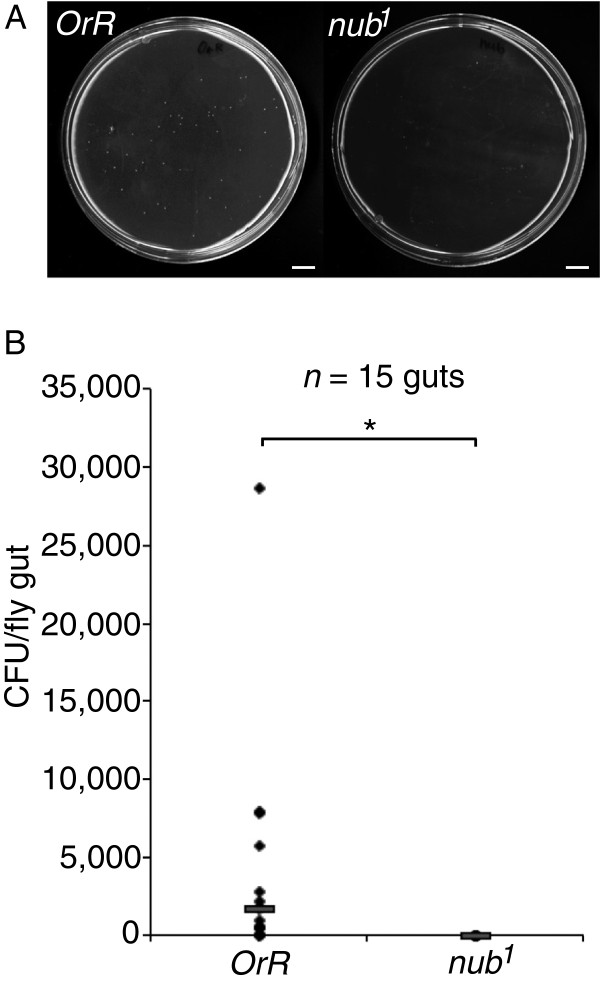
**Homogenates of *nub***^***1 ***^**mutants contain a reduced number of platable bacteria. (A)** Homogenates of dissected *nub*^*1*^ guts, spread out on standard lysogeny broth agar plates, contain a significantly reduced number of platable colony forming units compared to diluted homogenates from guts of *OrR* controls. **(B)** A total of 15 individuals guts per fly strain (n) were assayed and the median of the experiment is shown in the graph as a horizontal bar. Statistical significance was calculated using unpaired *t*-test, *P <0.05. Scale bar in A = 1 cm. CFU, colony forming units.

### Nub-PD expression in *nub*^*1*^ flies is sufficient to restore a repressed status of target gene expression

To investigate directly if Nub-PD acts as a transcriptional repressor of immune system genes, we over-expressed Nub-PD from a *UAS-nub-RD* construct in *nub*^*1*^ mutant background. We first analyzed expression of four AMP genes, *CecA1*, *CecC*, *Dipt* and *AttC*, in *nub*^*1*^*; UAS-nub* control flies, confirming strong over-expression of all four genes (Figure 3). A number of different *Gal4* driver lines were then tested: the use of strong/ubiquitous drivers was lethal whereas tissue-specific drivers only promoted marginal *nub-RD* over-expression. Using a heat-shock promoter-driven *Gal4* (*UAS-nub-RD/hs-Gal4*) it was also not possible to achieve high levels of *nub* mRNA expression after heat-shock induction, although several different experimental regimes were tested. It is unclear why this is the case, but it may indicate that strong over-expression of *nub-RD* results in negative feedback regulation, most likely at the post-transcriptional level. However, approximately 10-fold over-expression of *nub-RD* was reached routinely using leaky expression from the same transgene combination (*UAS-nub-RD/hs-Gal4*) (Figure 3). This relatively moderate level of *nub-RD* over-expression in a *nub*^*1*^ mutant background (*nub*^*1*^*; UAS-nub-RD/hs-Gal4*) was sufficient to reduce *CecA1*, *Dipt*, *CecC* and *AttC* expression levels by 50% to 80% compared to *nub*^*1*^*; UAS-nub-RD/TM3* control flies (Figure 3), demonstrating that Nub-PD acts directly as a negative regulator of gene expression. It also confirms that aberrant expression of these immune genes in *nub*^*1*^ flies is truly due to the lack of a functional Nub-PD protein and not caused by the genetic background of the stock, as expression of *UAS-nub-RD* was sufficient to restore the repressed status of these genes. In infected flies, over-expression of *nub-RD* did not reveal a significant effect on the expression of *CecA1* and *Dipt* (data not shown). As suggested above, this indicates that Nub-PD repression is relieved during infection.

**Figure 3:**
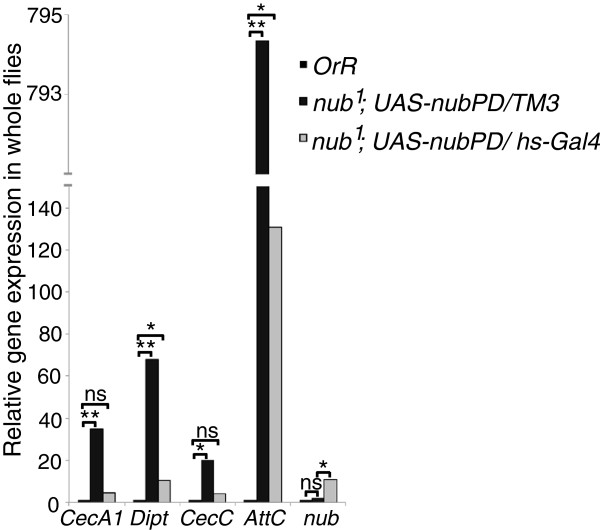
**Expression of Nub-PD from a transgene restores normal regulation of antimicrobial peptide genes in a *nub***^***1 ***^**mutant background.** Quantification of *CecA1*, *Dipt*, *CecC*, *AttC* and *nub-RD* mRNA by RT-qPCR in extracts of uninfected whole flies. Expression was measured in wild type (*OrR*; black bars), *nub*^*1*^ flies (*nub*^*1*^*/nub*^*1*^*; UAS-nub-RD/+*; dark gray bars) and *nub*^*1*^ flies expressing a *nub-RD* transgene (*nub*^*1*^*/nub*^*1*^*;UAS-nub-RD/hs-Gal4;* light gray bars). The data are mean values; *n =* 3*.* Statistical significance was calculated using paired *t*-test, *P <0.05, **P <0.01.

### Repression of *CecA1* by Nub-PD requires an upstream Oct motif cluster

We have previously reported that the upstream regulatory region of the *CecA1* gene contains both positively and negatively acting regulatory elements, based on experimental evidence from promoter-reporter constructs in transgenic flies [36]. Similar to mammalian Oct1/2 transcription factors, Nub-PD has been shown to bind with high affinity to the Oct consensus motif (ATGC^A^/_T_AAT) and to several closely related motifs [37-39] as well as more divergent non-Oct motifs [40]. We searched the *CecA1* upstream region for these sequence motifs and found that it harbors an Oct cluster, containing three Oct consensus motifs, two Oct-like/nub motifs of the type present in the *Drosophila choline acetyltransferase* gene [38] and one variant of the latter overlapping with a κB site, located just 5′ of the IRE (Figure 4A). We did not find any sequences matching the Nub binding sites (non-Oct type) reported to be responsible for repression of the *vestigial* gene [40].

**Figure 4:**
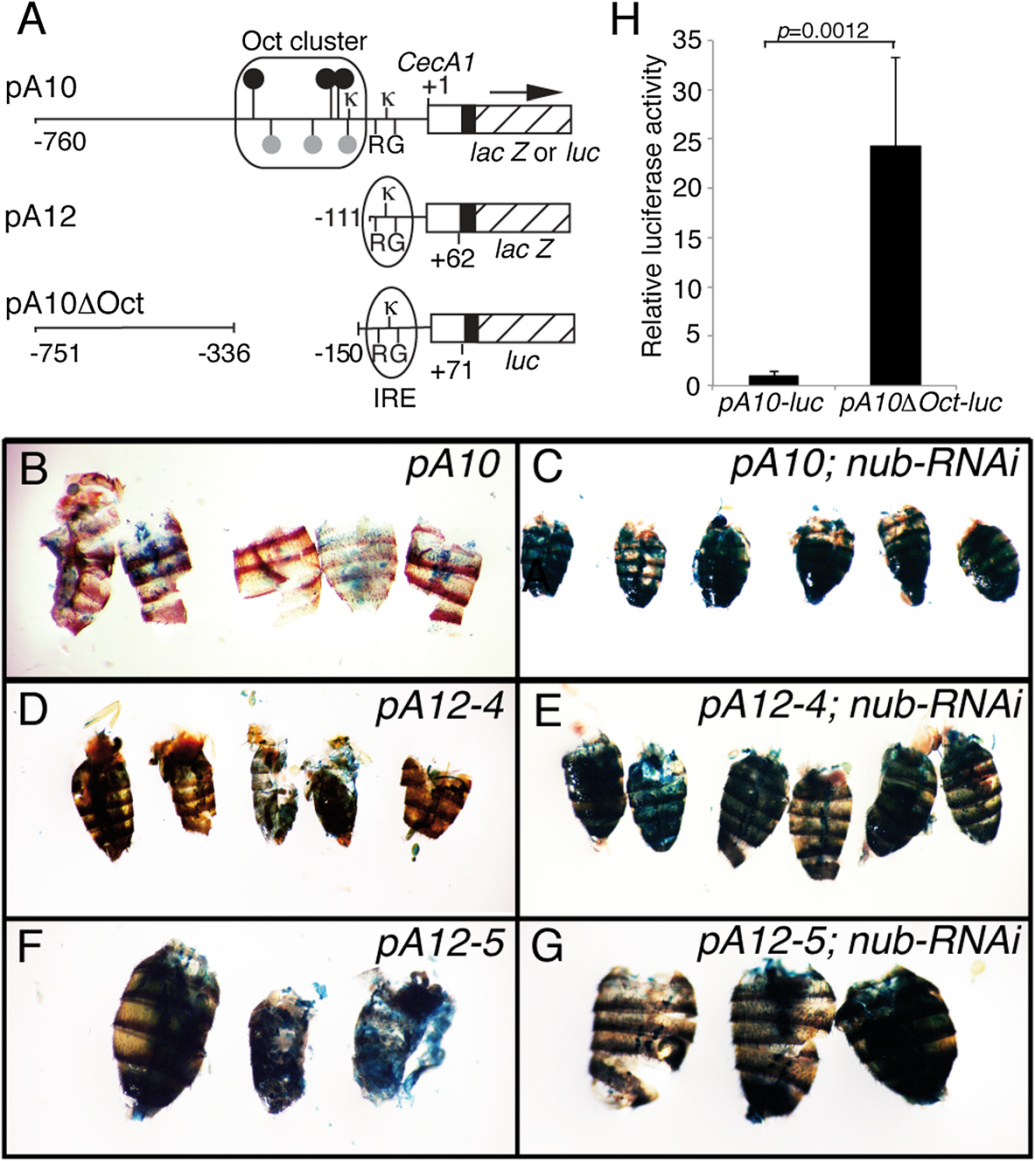
**A distal promoter region of *CecA1 *is required for Nub-PD-dependent repression. (A)** Schematic representation of the *CecA1-lacZ* and *CecA1-luc* constructs, either carried by transgenic *Drosophila* or used for cell transfections. The pA10 construct contains 760 or 751 bp of 5′ upstream region from the *CecA1* gene (horizontal line), and 62 or 71 bp of 5′ UTR (open box) fused to a SV40 leader (filled box), providing a translational start site in frame with the *Escherichia coli lacZ* or *luc* coding sequence (hatched box) [7,41]. Numbers refer to positions relative to the transcription start site (+1). Location of regulatory sequence motifs, as indicated by symbols and letters, is in scale. A previously characterized infection-induced response element (IRE) contains a κB-like site (κ), GATA site (G) and R1 site (R), and one additional κB site is located just 5′ of the IRE. A cluster of Oct sequence motifs (rectangle) contains several consensus Oct sequences (black circles) and Oct-like (gray circles) sequences (see Additional file 11 for sequences and exact locations). The pA12 construct contains 111 bp of 5′ sequence including the IRE, but not the Oct cluster. The pA10∆Oct-luc construct has an internal deletion of the whole Oct cluster (−336 to −150) but is otherwise identical to the pA10-luc construct. **(B**-**G)***CecA1-*driven β-gal staining in the fat body of abdomens from flies carrying either the pA10 construct (*pA10 CecA1-lacZ / TM3*) **(B**,-**C)** or the pA12 construct (*pA12 CecA1-lacZ*) **(D**-**G)**. Two independent transgenic lines, pA12-4 **(D**,**E)** and pA12-5 **(F**,**G)** were used. **(H)** Transfection of mbn-2 cells with *CecA1-luc* constructs confirms that the Oct cluster region is involved in repression of the *CecA1* promoter. The graph shows the mean values of relative luciferase activity and standard deviation (*n =* 6). Statistical significance was calculated using paired *t*-test, *P* = 0.0012.

To investigate if the upstream region containing the Oct cluster is involved in repressing *CecA1* expression in uninfected flies, we analyzed the expression of *CecA1-lacZ* constructs in transgenic flies carrying either a complete upstream region (pA10) or with a 5′ deletion, lacking the whole Oct cluster (pA12) (Figure 4A). Both constructs contain the IRE, which has previously been shown to contain necessary target sequences for NF-κB and GATA transcription factors [2], and to promote strong reporter gene expression in response to infection [36]. As a positive control, we analyzed the expression of *CecA1-lacZ* in flies in which *nub* had been down-regulated by RNAi in the fat body (*c564-Gal4; UAS-dsnub*)*.* This promoted strong reporter gene expression in the fat body of flies exposed to RNAi (Figure 4C) compared with the matched control flies, in which RNAi was not induced (Figure 4B). Two independent transgenic lines carrying the pA12 *CecA1-lacZ* transgene conferred strong reporter gene expression in abdominal fat body (Figure 4D,F), demonstrating that in the absence of the upstream region including the Oct cluster, the *CecA1* promoter is constitutively active in the fat body. The staining was remarkably strong compared with the control pA10 *CecA1-lacZ* flies (Figure 4B), and similar to the pattern and reporter strength of pA10 *CecA1-lacZ* in *nub* RNAi flies (Figure 4C). It is important to note that the whole experiment was carried out with uninfected flies, confirming that the *CecA1* promoter normally is repressed in healthy flies but aberrantly activated in *nub*-depleted flies. Expression of pA12 *CecA1-LacZ* was equally strong in abdominal fat body regardless of whether the flies had been exposed to *nub*-RNAi (Figure 4E,G) or not (Figure 4D,F). This indicates that Nub-PD primarily represses *CecA1* expression via sequences present in the −760 to −111 bp region.

Next we created a *luc* reporter construct with an internal deletion of the Oct cluster region from −336 to −150 (*pA10∆Oct-luc*) (Figure 4A), and analyzed its expression in transiently transfected *Drosophila* mbn-2 cells. Specific deletion of the Oct cluster promoted 25-fold higher expression levels compared to the *pA10-luc* control (Figure 4H), clearly demonstrating that the Oct cluster region acts as a negative *cis-*regulatory element.

In conclusion, deletion of the Oct cluster strongly enhances expression from the *CecA1* promoter both in cell transfections and *in vivo.* In addition, deletion of the *CecA1* upstream region that contains the Oct cluster leads to excessive *CecA1-lacZ* expression in a very similar manner as down-regulation of *nub* by RNAi, suggesting that Nub-PD regulates *CecA1* by binding to the Oct cluster.

### Nub protein is expressed in fat body and midgut of uninfected flies

It has previously been shown that *nub* is expressed in the developing central nervous system of embryos [23] and in wing, haltere and leg discs of third instar larvae [20]. Except for distinct localization in midgut enterocytes [29], it is not known if Nub protein is expressed in immunoresponsive tissues. We produced an affinity-purified peptide-specific antibody against Nub. Immunoblot experiments confirmed the specificity of the antibody and also validated the recent annotation of the *nub* gene to encode two proteins of 104 kDa (Pdm-PB) and 65 kDa (Nub-PD) (Additional files 1 and 2A). Strong immunostaining in wing and leg imaginal discs of third instar larvae confirmed localization of Nub protein in these tissues (Additional file 2C and unpublished). Immunostaining of adult tissues in cryosections of whole flies revealed that Nub protein is present in fat body (Figure 5A), midgut (Figure 5B) and testis (unpublished). This correlates well with reported expression of *nub* transcripts in adults [42]. Nub immunostaining was not restricted in its subcellular localization to either nucleus or cytoplasm, instead its nuclear-cytoplasmic localization varied in different regions of these tissues, possibly reflecting alternative states of transcriptional regulation. In conclusion, *nub* is expressed in immune-responsive tissues, such as fat body and midgut of healthy flies, which would enable Nub protein to act as a transcriptional repressor of immune genes in the absence of infection.

**Figure 5:**
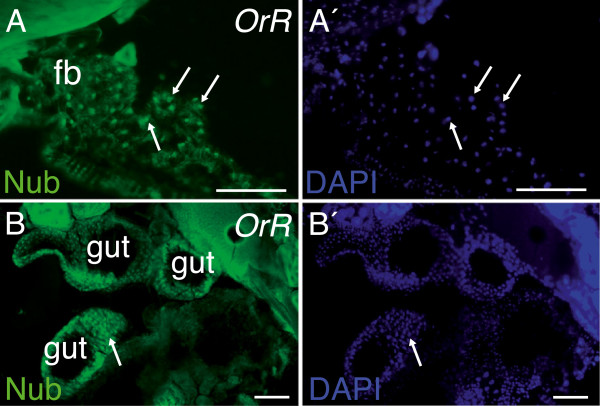
**Localization of Nub protein in immunocompetent tissues of flies. (A**,**B)** Immunostaining of Nub in frozen cryostat sections of uninfected *OrR* flies using a peptide-specific antibody directed against a common epitope of Nub-PB and Nub-PD protein. Nuclei stained with 4′-6-diamidino-2-phenylindole (DAPI) (A′-B′). Cryostat sections (20 μm thick) of adults showing nuclear (arrows) and cytoplasmic and staining of Nub in fat body tissue (A,A′) and in cross-sections of midgut (B,B′). Scale bars, 100 μm.

### Chromatin immunoprecipitation experiments show that Nub binds to antimicrobial peptide genes *in vivo*

*In vitro* DNA-protein interaction assays have previously demonstrated that Nub-PD binds with high affinity to the Oct sequence motif [37,39]. To analyze if Nub protein directly binds to the promoter regions of AMP genes, we carried out chromatin immunoprecipitation assays (ChIP)*.* The PCR primers used for amplification were located to cover one or several Oct sites in the 5′ regions of analyzed genes (Figure 6A). Nub protein bound to the promoter regions of *CecA1*, *CecC*, *AttC* and *DiptA* were isolated using the Nub-specific antibody (Figure 6B, lane 4). Importantly, Nub protein did not bind to the *Act5C* or to a non-transcribed intergenic region (Figure 6B, lane 4). Omitting the Nub antibody abolished the PCR product of all genes (Figure 6B, lane 2). As an additional control of specificity, we used an antibody against the C-terminal domain of RNA polymerase II, which is anticipated to neither bind to the relatively far 5′ upstream regions analyzed here nor to AMP gene promoters in uninfected conditions [43]. As expected, the C-terminal domain of RNA polymerase II antibody did not bind to any of the AMP gene promoters but showed weak binding to the *Act5C* transcription unit (Figure 6B, lane 3). Phenol-chloroform extraction of isolated chromatin prior to immunoprecipitation abolished the PCR product in all samples (Figure 6C, lanes 7 and 8), validating that the immunoprecipitation requires the presence of protein bound to DNA. This ChIP demonstrates that Nub protein physically interacts with the promoter region of several AMP genes, strongly indicating that this physical interaction is responsible for repression of these genes in the absence of infection.

**Figure 6:**
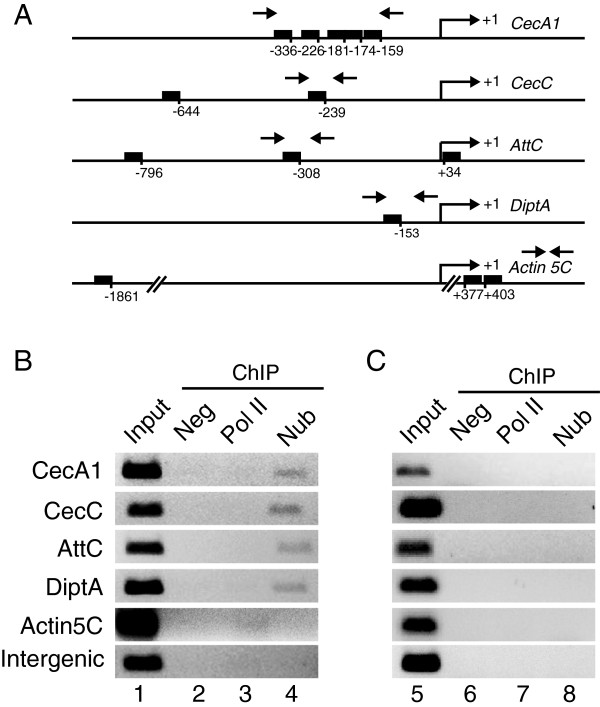
**Nub binds to the upstream region of several antimicrobial peptide genes. (A)** Promoter regions of *CecA1*, *CecC*, *Dipt*, *AttC* and *Act5C*, in which Oct and Oct-like-binding site(s) are represented by black boxes. The numbers below each box represents the position of the binding site in correlation to the transcriptional start site. The arrows indicate the forward and reverse primers. In the *Act5C* gene, two Oct-binding sites are located in the first intron, while the primers bind to a region in the second intron. **(B)** Chromatin was extracted from whole *OrR* flies after fixation with formaldehyde and immunoprecipitation reactions were carried out with a peptide-specific Nub antibody (lane 4). Negative control immunoprecipitations were carried out in parallel, either without antibody (lane 2) or with an antibody against the C-terminal domain of RNA polymerase II (lane 3), which is not expected to bind to the upstream region of these genes in uninfected flies. Primers located in the transcribed region of *Act5C* gene and in a non-transcribed region (intergenic region) were analyzed in parallel to assess the specificity of the chromatin immunoprecipitation, showing that RNA polymerase II, but not Nub, binds to the transcribed region of the *Act5C* gene, while neither protein binds to the non-transcribed region. **(C)** Control immunoprecipitation with chromatin, which was phenol-chloroform-extracted prior to fixation, showing the specificity of the protein-antibody interactions. As expected, no PCR products were observed with any of the antibodies.

### A large number of genes involved in immune system processes are up-regulated in *nub*^*1*^ flies

To investigate if Nub-PD acts as a general repressor of immune gene transcription in healthy flies, we analyzed the global mRNA expression profile in *nub*^*1*^ mutants compared to wt flies by microarray analysis using Affymetrix Gene Chip *Drosophila* Genome 2.0 oligonucleotide arrays. 

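RNA from guts and from carcasses (the fly without head and gut, which holds the fat body) of *nub*1 and wt females was hybridized to 12 arrays. The flies were 7 to 12 days old, and each of the 4 groups, wt carcass, *nub*1 carcass, wt gut and *nub*1 gut, had 3 arrays from separate pools of 20 flies.
 The mutant strain also carries alleles of *black* and *purple*, and both genes were lower in its carcass. There, the signal of *black*, which encodes an aspartate decarboxylase, was 150.3 ± 24.2 (SD, n = 3 pools) in wt and 23.0 ± 2.97 in *nub*1 flies, a log2 fold change of −2.27 (SE 0.21, adjusted p = 1.87e-05 from limma). That of *purple*, an enzyme gene of pterin synthesis, had a log2 fold change of −1.27 in carcass and −0.88 in gut.
 The signal of *nub* itself, from a probe set that was not assigned to one of its transcripts, was 267 ± 58.2 in wt gut and 457 ± 95.8 in *nub*1 gut (log2 fold change 0.75, SE 0.19, adjusted p = 0.0097, under the 2-fold minimum). In both carcass groups its mean signal was below 10.
 The deposited values are MAS5 signals on the linear scale, which the authors summarized in Affymetrix Expression Console with a target intensity of 100, so that the mean without the lowest and highest 2% of probe sets is 100 on every array. The median signal per array lay between 7.81 and 14.9. The values were fitted as log2(signal + 10) with limma in 1 model of the 4 groups. A probe set was tested when its signal reached 10 on all 3 arrays of at least 1 of the compared groups, and it was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. An exact permutation test of 3 pools against 3 cannot give a p below 0.1, and the number of arrays limits the precision of each value. The model, the thresholds, the alternatives and 47 gene lists were set before the data were examined but after the supplementary tables of the paper had been read.
 Marker transcripts of other organs differed between arrays of the same group. The mean log2 signal of ovary and eggshell genes was 4.74, 7.16 and 8.66 on the wt gut arrays, 4.89, 8.61 and 5.93 on the *nub*1 gut arrays and 10.17 to 10.52 on the carcass arrays. That of 5 genes of the male ejaculatory duct was 8.74 and 9.66 on *nub*1 gut replicates 1 and 3 and 6.50 on *nub*1 carcass replicate 2, against 3.53 to 4.31 on the other arrays. The sample descriptions name OregonR and *w*1118 together for the wt flies, while the series design names OregonR alone. The strain on each wt array is thus not known for certain.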

Prior to mRNA extraction, the flies were dissected so that the two major immunoresponsive tissues, fat body (in carcass) and the digestive system (gut) were analyzed separately. The raw data were normalized, pre-processed and filtered to remove genes that were not expressed at a detectable level (see Methods). A factorial map of principal component analysis reveales that the individual biological samples cluster together within their own sample group, showing that the replicates are well represented as a population (Figure 7A). The variance seen within each sample group is biologically expected as each sample is a pooled set of flies. Sample groups are firstly separated on the basis of tissue (gut or carcass) and secondly on strain (*nub*^*1*^ or wt). 

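Tissue set the 12 arrays apart most, and genotype next, with the gut arrays of the 2 genotypes farther apart along component 2 than the carcass arrays. The principal components were computed over the 10199 probe sets kept in any group, each scaled to unit variance. Component 1 held 66.2% of the variance, and tissue accounted for 96.9% of the spread of the arrays along it. The carcass arrays had scores between −83.6 and −73.4, and the gut arrays between 71.1 and 94.5, apart from *nub*1 gut replicate 2 at 37.4. That array had the most eggshell signal of the *nub*1 gut arrays (8.61), but wt gut replicate 3 had 8.66 and a score of 71.1. Among the gut arrays, *nub*1 gut replicate 2 also had the lowest median signal (9.85) and the highest correlation with the carcass mean (0.762). Component 2 held 14.1% of the variance, of which genotype accounted for 85.2%. Along it, wt carcasses lay between −25.3 and −17.7 and *nub*1 carcasses between 15.9 and 21.6, while wt guts lay between −50.4 and −42.1 and *nub*1 guts between 45.5 and 51.4. Component 3 held 5.69%, and 80.6% of its spread fell on the combination of tissue and genotype. Fat body genes had mean log2 signals of 8.62 to 8.70 on the wt gut arrays, 7.67 to 8.19 on the *nub*1 gut arrays and 8.65 to 9.01 on the carcass arrays. This list therefore hardly sets the carcass apart from the wt gut.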

No outlier samples were detected, hence all samples were included in further analysis. By comparing *nub*^*1*^ to the wt counterpart, either carcass or gut, we found 642 (carcass) and 961 (gut) transcripts to be differentially expressed by a fold change of two or higher. Out of these, 270 were differentially expressed in both carcass and gut (Figure 7B).

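In the carcass, the largest rises in *nub*1 flies included *Desat2*, which encodes a fatty acid desaturase of cuticular hydrocarbon synthesis, the infection-induced peptide gene *edin*, the maltase gene *Mal-A1* and *Def*. The signal of *Desat2* rose from 10.4 ± 3.86 (SD, n = 3) to 707 ± 37.9, a log2 fold change of 5.15 (SE 0.30, adjusted p = 5.10e-07 from limma). In the gut, the serine protease gene *Ser12* rose from 12.1 ± 1.05 to 3573 ± 593 (7.33, SE 0.49, adjusted p = 7.89e-07), and the serine protease gene *Jon65Aii* fell from 6322 ± 766 to 125 ± 27.8 (−5.56, SE 0.16, adjusted p = 3.69e-09).
 The test called 417 of 8855 probe sets changed in carcass, 245 higher and 172 lower in *nub*1 flies, which stand for 343 named genes. In gut it called 908 of 9782, 308 higher and 600 lower, which stand for 794 named genes. The median signal was 14.7 to 14.9 on the wt gut arrays and 9.85 to 12.7 on the *nub*1 gut arrays. With quantile normalization 380 probe sets were higher and 546 lower in gut, so the excess of falls depends in part on the scaling of the arrays. The arrays of the 2 genotypes did not overlap for all 417 in carcass and for 895 of the 908 in gut. Among all tested probe sets this held for 45.0% in carcass and 40.8% in gut, where chance gives 10%.
 By the ratio of the mean signals alone, with no test, 686 probe sets were at least 2-fold different in carcass (399 higher and 287 lower) and 1361 in gut (442 higher and 919 lower). With no filter on dim probe sets the direction of the majority in carcass turned, with 1334 higher and 2024 lower. In gut, quantile normalization gave 613 higher and 825 lower by the ratio of the mean signals. Of the 642 transcripts in the table of the paper, 609 were tested and 396 passed in carcass. Of the 961 in its gut table, 942 were tested and 707 passed. Both tables were chosen on these arrays and are not independent evidence. With a pseudocount of 32 in place of 10, 230 probe sets changed in carcass and 549 in gut, and 227 of the transcripts in the carcass table passed.
 Among genes named without the tables of the paper, the others of the 10 largest rises in carcass were *CG18628* (at least 34.0-fold higher), *CG9672* (at least 12.4-fold higher), *CG34227* (log2 fold change 3.26), *mat* (3.26), *CG4210* (3.13) and the protease gene *Jon25Biii* (3.03, or 2.41 without *nub*1 carcass replicate 1). The largest falls among these genes were in *Cyp4p1*, a cytochrome P450 gene (at least 21.8-fold lower), *CG1648* (log2 fold change −3.07), *CG13532* (−2.97), *UGP*, which encodes UDP-glucose pyrophosphorylase (at least 10.5-fold lower), the zinc transporter gene *Zip102B* (log2 fold change −2.77), *CG16926* (−2.66), *CG15628* (at least 6.74-fold lower), *CG31832* (at least 7.82-fold lower), *CG32512* (log2 fold change −2.51) and *AkhR*, the adipokinetic hormone receptor gene (−2.42). *AttC* (5.47), *BomBc1* (3.91), *Lsp1beta* (3.31), *AttA* (at least 23.8-fold lower) and *BaraA2* (−3.98) are among the genes named from these tables that changed as much in carcass, and *AttA* was also at least 81.3-fold lower in gut.
 In gut, the serine protease gene *CG1304* was at least 101-fold higher and *CG31636* at least 26.7-fold higher, and the log2 fold change was 5.48 for *CG34040*, 4.11 for the glycosyltransferase gene *Ugt35C1* and 4.01 for *CG42335*. It was −6.33 for *CG42807*, −5.45 for *CG13159*, −4.98 for *CG2962* and −4.64 for *CG11893*.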

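*Cyp4p1*, the maltase genes *Mal-A1*, *Mal-A2*, *Mal-A6*, *Mal-A7* and *Mal-A8*, *Desat2* and *UGP* passed the test in the same direction in both tissues. In gut, the log2 fold change was −3.11 for *Cyp4p1* (SE 0.13, adjusted p = 2.61e-08 from limma) and 3.66 for *Desat2* (SE 0.30, adjusted p = 3.36e-06). *UGP* was at least 9.70-fold lower there. Of the 8438 probe sets tested in both tissues, 97 were higher and 92 lower in both, where independent lists of these sizes would share 6.21 and 6.39. A further 3 were higher in carcass and lower in gut, where 13.3 with opposite directions would be shared by chance. Of 85 probe sets bright in gut and tested in carcass, a set chosen after the results had been seen, 25 rose and 1 fell in *nub*1 carcass. How much such gut transcripts in the carcass samples add to the 97 shared rises was not tested.
 By mean signal alone, 317 probe sets were at least 2-fold different in both tissues, 305 of them in the same direction. The other 941 that passed the test did so in 1 tissue alone, 225 in carcass and 716 in gut. For 623 of these 941, the difference between the tissues had an adjusted p under 0.05. The 941 were chosen on the same arrays for passing in 1 tissue alone, which favours such a difference. Many were tested in 1 tissue alone, since of the changed probe sets 233 higher and 329 lower in gut, and 225 and 164 in carcass, were tested in both. *CG18628*, for which the difference of the log2 fold changes, gut minus carcass, was −5.11 (adjusted p = 1.30e-06), and the protease gene *Jon25Biii* (−3.03, adjusted p = 0.00482) were higher in *nub*1 carcass and had log2 fold changes of −0.22 and 0.00 in gut. Over all 10199 probe sets kept in any group, the effect differed by at least 2-fold for 669, being lower in gut for 479 and higher in gut for 190, and 368 of the 669 were tested in both tissues. With a pseudocount of 32 in place of 10, 99 probe sets changed in the same direction in both tissues and the effect differed for 403.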

**Figure 7:**
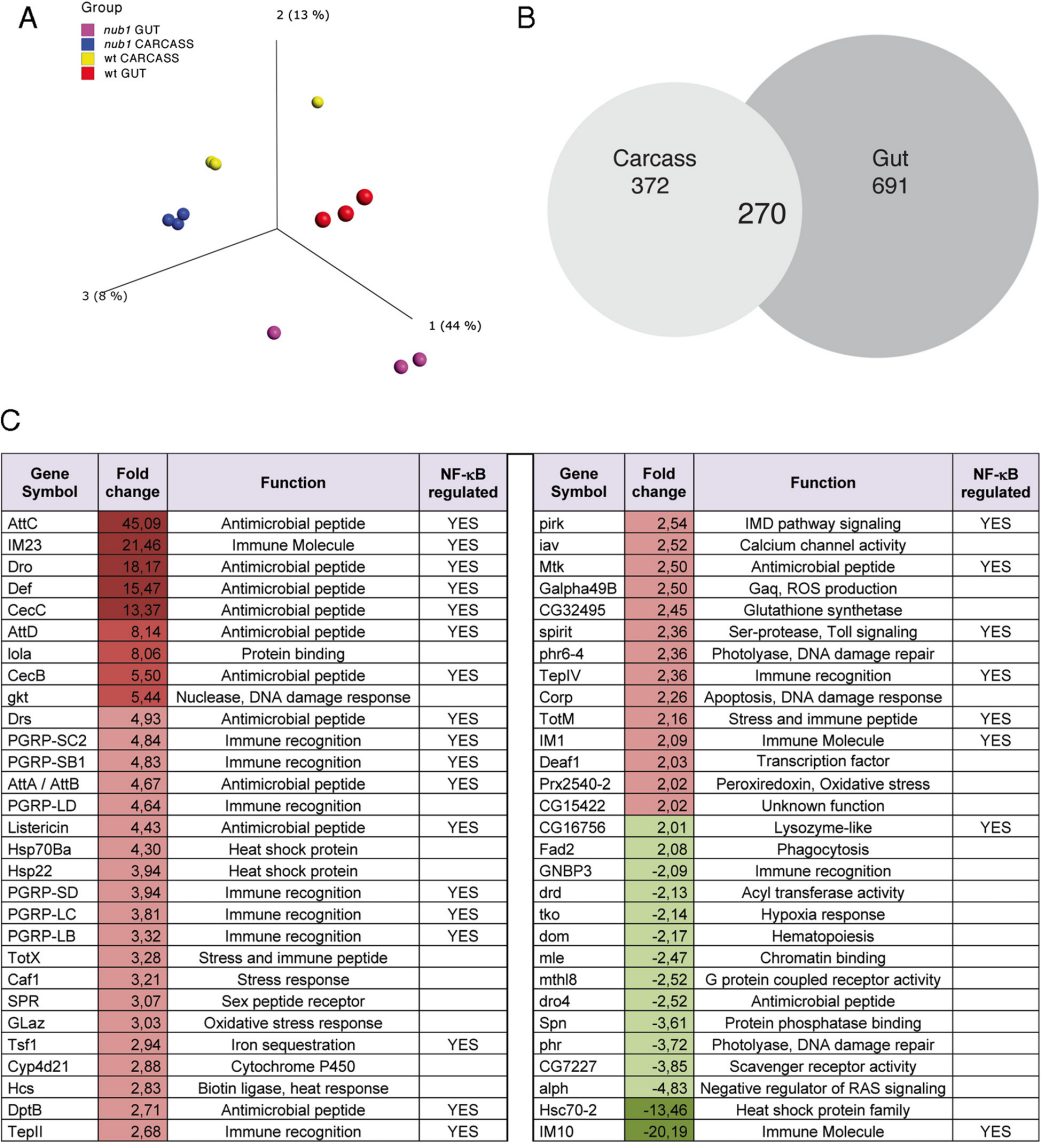
**Analysis of global mRNA expression profile in *nub***^***1 ***^**mutants compared to wild type flies. (A)** A factorial map of principal component analysis was conducted using all transcripts found to be expressed over background signal in at least one sample group. Samples are colored group-wise. The percentage found for each component in the plot can be interpreted as the variation seen within and between the different sample groups. For the principal component analysis plots, the largest explainable variance is found in component 1, where 44% of the data’s variation can be explained. This 44% is the biological difference found between the different tissues, gut or carcass. Component 2 with its 13% divides the data based on the biological variance explained by strain, that is, *nub*^*1*^ or wild type (wt). Component 3, with 8%, biologically nuances the data even further. **(B)** Venn diagram showing the overlap of carcass and gut differentially expressed genes in *nub*^*1*^ compared to wild type after removing background and filtering for fold change >2. **(C)** List of ‘Immune and Stress Response’ genes up- or down-regulated in *nub*^*1*^ mutants. Names and functions of the 58 genes constituting the enriched Biological Process cluster ‘Immune system and Response processes’ identified by a gene set enrichment analysis (Additional file 4) in carcass (without head and gut) from *nub*^*1*^ mutants. Fold change (mean values) of mRNA levels is indicated by numbers and color-coded (red, up-regulation; green, down-regulation). Genes that previously have been shown to be targets of the NF-κB/Relish/IMD pathway or a combination of NF-κB/Relish/IMD and NF-κB/Dif/Toll pathways [44-46] are indicated by ‘YES’.

To further analyze the differentially expressed transcripts found in each sample type in *nub*^*1*^ versus wt, a gene set enrichment analysis was conducted identifying overrepresented Gene Ontology (GO) categories. The differentially expressed transcripts in carcass *nub*^*1*^ compared to wt are dominated by genes preferentially expressed in ‘Immune and Response processes’ (enriched with *P* <0.0002) (Additional files 4 and 5). 

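In uninfected *nub*1 carcasses, genes of several secreted antimicrobial peptides and of the peptidoglycan recognition proteins *PGRP-SB1*, *PGRP-SC2* and *PGRP-LB* rose. The signal of *AttC*, an attacin gene, rose from 58.4 ± 49.6 (SD, n = 3 pools) in wt to 2635 ± 908 in *nub*1, a log2 fold change of 5.47 (SE 0.70, adjusted p = 2.07e-04 from limma). That of the defensin gene *Def* rose from 34.0 ± 8.75 to 525 ± 322 (3.40, SE 0.39, adjusted p = 9.37e-05), and that of *Drs*, which encodes the antifungal drosomycin, from 366 ± 104 to 1802 ± 1007 (2.17, SE 0.32, adjusted p = 5.45e-04). The cecropin gene *CecC* was at least 9.88-fold higher, and by mean signal 13.4-fold, or 8.29-fold without *nub*1 carcass replicate 1.
 Of 10 measured genes of the antimicrobial peptide list, *Def*, *Drs*, *Listericin*, *AttD* and *CecB* rose, *Drsl4* fell and 4 did not pass the test. Adjusted over the list alone, 6 rose and 1 fell. *AttC* and *CecC*, whose probe sets were named from the table of the paper, stand outside these counts. The log2 fold change was 1.88 for *Listericin*, 2.00 for *AttD*, 1.76 for *CecB* and −1.30 for *Drsl4*. For *DptB* it was 1.41 (adjusted p = 0.182) and for *Mtk* 1.35 (adjusted p = 0.108). The list ranked above other genes in limma's camera test with a preset correlation of 0.01 (adjusted p = 0.0208 over 43 lists). The adjusted p was 0.932 with an estimated correlation, and limma's fry test of a shift of the list itself gave an adjusted p of 0.0477. With the replicate number as a block, fry gave an adjusted p of 0.105.
 Among the genes of recognition proteins, 3 of 8 listed and measured rose and none fell (3 and none adjusted over the list alone; camera adjusted p = 0.433, or an adjusted p of 0.932 with an estimated correlation, and fry adjusted p = 0.223). They were *PGRP-SB1*, from 313 ± 104 to 1513 ± 471 (log2 fold change 2.24), *PGRP-SC2*, from 68.2 ± 14.8 to 330.0 ± 171 (2.00), which encode amidases that degrade peptidoglycan, and the amidase gene *PGRP-LB* (1.22). Outside the list counts, *PGRP-SD* (1.82), *PGRP-LD* (1.59) and *PGRP-LC*, the receptor gene of the IMD pathway (1.49), also rose. Of 9 genes of thioester proteins and scavenger receptors, *Tep4* rose (1.19) and the others did not pass the test (1 rose adjusted over the list alone). *Tep2* rose as well (1.24), and *Sr-CIV* had a log2 fold change of 0.99, just under the minimum, which it passed with a pseudocount of 1 (2.54), with quantile normalization (1.18) and without wt carcass replicate 1 (1.19) or *nub*1 carcass replicate 1 or 3 (just over 1 and 1.03). The wt signal of *Sr-CIV* was under 10, so the size of its change depends on the pseudocount.
 The largest changes outside these lists included *edin*, with 9.85 ± 7.66 in wt and 423 ± 326 in *nub*1 carcass (log2 fold change 4.12), and the peptide gene *BomBc1* (3.91). Without *nub*1 carcass replicate 1 the log2 fold change was 3.51 for *edin* and 3.28 for *BomBc1*, and without replicate 3 it was 4.94 for *edin*. By mean signal, the fold of *BomBc1* was 21.5, or 11.3 without *nub*1 carcass replicate 1 and 34.3 without wt carcass replicate 2, and that of *AttC* was 45.1, or 86.2 without wt carcass replicate 3. That of *CecB* was 5.50, or 3.38 without *nub*1 carcass replicate 1. A probe set of *AttA* alone was at least 23.8-fold lower in *nub*1 carcass, while the probe set shared by *AttA* and *AttB* had a log2 fold change of 2.18. *BaraA2*, the gene of the immune-induced peptide IM10, fell from 629 ± 192 to 31.2 ± 15.8 (−3.98).
 Transcripts of the gut moved with these genes. A set of 114 probe sets bright in gut (lowest signal on a gut array 1010, and highest mean over the carcass arrays 4.94% of that over the gut arrays), chosen after the results had been seen, had a mean log2 signal of 4.93 to 5.15 on the wt carcass arrays and of 6.42, 5.33 and 5.78 on *nub*1 carcass replicates 1, 2 and 3. Of the 85 tested in carcass, 25 rose and 1 fell. The median rise in the set was 0.647% of the *nub*1 gut signal and the highest 9.80%, where that of *PGRP-SC2* was 4.97%, that of *Def* 13.1%, of *Listericin* 19.6%, of *Drs* 20.4%, of *PGRP-SB1* 264% and of *AttC* 338%. The low carcass mean asked of the set limits the rise that a member can show. Its highest value is therefore no bound for gut transcripts in general. Without *nub*1 carcass replicate 1, 4 genes of the antimicrobial peptide list rose.
 *AttD* no longer passed without wt carcass replicate 1, 2 or 3 (adjusted p = 0.0963, 0.119 and 0.0708) or *nub*1 carcass replicate 1 or 2 (0.15 and 0.134), with a pseudocount of 32 (0.0646) or with the replicate number as a block (0.063), *CecB* without wt carcass replicate 3 (0.0741) or *nub*1 carcass replicate 1 (0.067), and the shared *AttA* and *AttB* probe set without wt carcass replicate 1 or 3 (0.111 and 0.0669) or *nub*1 carcass replicate 1 or 2 (0.108 and 0.0621). Without *nub*1 carcass replicate 1, *PGRP-LB* and *Tep2* fell under 2-fold (log2 fold change 0.95 and 0.91), as did *PGRP-LB* with quantile normalization (0.99) and *PGRP-LB* and *PGRP-LD* with a pseudocount of 32 (0.78 and just under 1).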

Within this cluster of 58 genes (Figure 7C and Additional file 4) we find many well-characterized immune effector genes, such as AMPs and those involved in ROS production; immune recognition proteins, such as peptidoglycan recognition proteins (PGRPs); thioester proteins; and scavenger receptors. 

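Of the heat-shock genes on the list 1 passed the test in *nub*1 carcasses, and single genes of stress responses outside it changed, *Hsp22* among them. *Hsp22*, which encodes a small mitochondrial chaperone, rose from 6.39 ± 4.77 (SD, n = 3) to 25.2 ± 2.72 (log2 fold change 1.14, SE 0.23, adjusted p = 0.00423 from limma), while the chaperone gene *Hsc70-2* was at least 2.63-fold lower. Of 13 listed heat-shock genes, 1 (Hsc70-2) fell, none rose and 12 did not pass the test (1 fell adjusted over the list alone; camera adjusted p = 0.976 and fry adjusted p = 0.646). The probe sets of *Hsp22* and *Hsp70Ba* are given to several genes on the platform and stand outside this count. *Hsp70Ba* had a log2 fold change of 1.26 (adjusted p = 0.312).
 Of 14 genes of ROS production and removal, *Galphaq*, a G protein gene of the DUOX pathway, rose (1.02, SE 0.15, adjusted p = 5.83e-04) and the others did not pass (1 rose adjusted over the list alone). The peroxiredoxin gene *Prx6c* had a log2 fold change of 0.99. Among 28 glutathione S-transferase genes, *GstD2* (2.15) and *GstE5* (1.69) rose and *GstZ1* (−1.19) and *GstO1* (−1.08) fell (2 and 2 adjusted over the list alone). Of 58 cytochrome P450 genes 4 rose and 7 fell (4 and 7 adjusted over the list alone), among them *Cyp6w1* (−2.14), *Cyp12c1* (−1.87) and *Cyp313a1* (−1.73).
 The photolyase genes, whose products repair ultraviolet damage in DNA, moved apart, with *phr* at −1.72 and *phr6-4* at 1.19. The DNA repair gene *gkt* rose (2.06), as did *Tsf1*, which encodes the iron carrier transferrin (1.60), *Hcs* (1.39) and *GLaz*, a lipocalin gene (1.42). The transcription factor gene *lola* rose on its brightest probe set (2.10), and 3 of its 13 other tested probe sets moved the opposite way. The stress peptide gene *TotX* had a log2 fold change of 1.63 (adjusted p = 0.0381), and *TotM* one of 0.93 (adjusted p = 0.477).
 *Galphaq* fell under 2-fold with quantile normalization (0.80) or median scaling (just under 1), or without wt carcass replicate 2 (0.94) or *nub*1 carcass replicate 1 or 3 (just under 1 and 0.99), and *TotX* did not pass with quantile normalization (adjusted p = 0.0815), median scaling (0.0544), a pseudocount of 1 (0.0788) or the replicate number as a block (0.0523), or without wt carcass replicate 1 or 3 (adjusted p = 0.115 and 0.145) or *nub*1 carcass replicate 1, 2 or 3 (0.122, 0.101 and 0.0684). *Hsp22* fell under 2-fold without wt carcass replicate 1 (0.95), *Hsp70Ba* passed without *nub*1 carcass replicate 2 (2.22), and a pseudocount of 32 brought *Hsp22*, *Hsc70-2*, *Galphaq*, *GstZ1* and *GstO1* under 2-fold (0.58, −0.78, 0.68, −0.92 and just above −1).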

We also find genes involved in responses to abiotic stress, such as heat-shock proteins, detoxifying proteins, DNA damage repair, oxidative stress and wound healing. When we included *CecA1* and *Dipt*, which were not present on the microarray but analyzed separately (Figures 1 and 3), we identified in total 60 immune defense and stress response genes that were differentially regulated in *nub*^*1*^ flies compared with wt. Out of these, 45 (75%) (*P* <0.0002) were up-regulated in carcass samples in *nub*^*1*^ flies, supporting that Nub-PD primarily acts as a repressor of immune- and stress-related genes. 

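Most genes listed in Figure 7C were higher in *nub*1 carcass, with the largest log2 fold changes in *AttC*, *BomBc1*, *Def* and *CecC* and the lowest in *BaraA2*. Of the 58 genes of the figure, 57 were found by name. By mean signal, 42 of these were higher and 15 lower in *nub*1 carcass. By the test, 29 rose, 11 fell and 17 did not pass, and the genes that rose were 50.9% of those found. The genes that fell included *alph*, a phosphatase gene (−1.38), and *mle*, which encodes a helicase of dosage compensation (−1.15). *Spn* (−1.73), *CG7227* (−1.28), *tko* (−1.08), *dom* (−1.05) and *Fad2* (−1.05) fell as well, and *Caf1-55* (1.64), *CG32495* (1.17) and *Corp* (1.10) rose. Of the genes that did not pass, the log2 fold change was 0.89 for *SPR*, 0.81 for *spirit*, 0.81 for *Deaf1*, 0.75 for *Cyp4d21*, 0.66 for *CG15422*, 0.65 for *iav* (adjusted p = 0.0887), 0.93 for *BomS1*, the gene of IM1 (adjusted p = 0.187), −0.94 for *CG16756*, −0.74 for *mthl8* and −0.68 for *drd*. The wt carcass signals of *SPR* and *Cyp4d21* were under 10, so these values depend on the pseudocount, and by mean signal the folds were 3.07 and 2.88. The figure was chosen on these arrays by fold and by enrichment, so the count is not independent evidence of a direction. In gut, 16 of the same genes rose, 9 fell, 31 did not pass and 1 was not tested. With a pseudocount of 32, *alph*, *CG7227*, *mle*, *dom* and *Corp* were under 2-fold in carcass (−0.77, −0.75, −0.92, −0.93 and 0.97), as was *dom* without *nub*1 carcass replicate 2 (−0.97). *CG16756* passed without wt carcass replicate 3 (−1.07) or *nub*1 carcass replicate 1 (−1.03), and *drd* and *mthl8* passed with a pseudocount of 1 (−1.04 and −1.19).
 From the share of immune and stress genes that were up-regulated in carcass, to which it adds *CecA1* and *Dipt* as measured by RT-qPCR, the paper argues that Nub-PD acts mainly to repress them. Its other evidence for repression includes *nub* RNAi, rescue of antimicrobial peptide genes by a *nub-RD* transgene, deletion of the Oct cluster and chromatin immunoprecipitation.

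**Figure D1:**
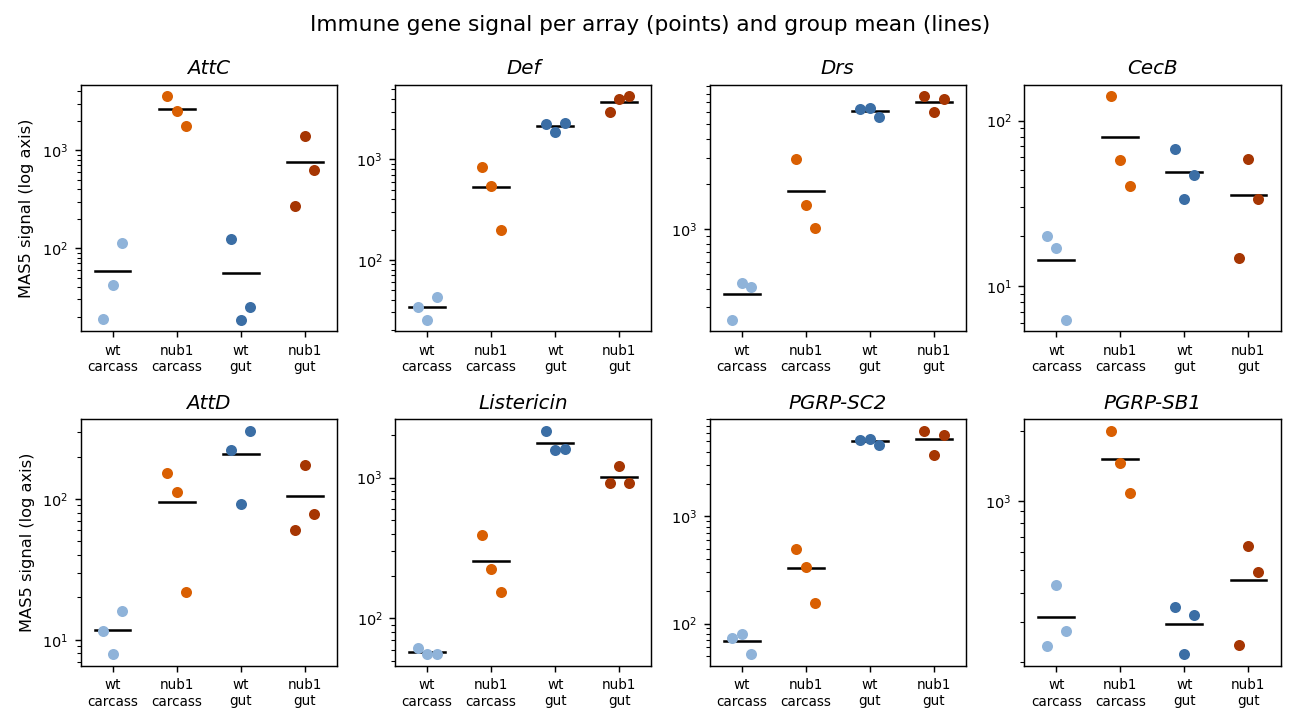
MAS5 signal of 8 immune genes on each of the 12 arrays, on a logarithmic axis, by genotype and tissue, with each point an array of 1 pool of flies and each line the mean of 3 arrays. In carcass every *nub*1 array lies above every wt array for all 8 genes, and in gut the wt signal of *Def*, *Drs*, *Listericin* and *PGRP-SC2* is above that of the *nub*1 carcass.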

A large fraction of the ‘immune defense genes’ have previously been shown to be up-regulated by microbial infections in an NF-κB/Relish dependent manner (Figure 7C). We suggest that Nub-PD plays an important role in repressing immune defense genes, because the presence of commensal microbes will also lead to a low level of constitutive activation of NF-κB/Relish in uninfected conditions. Nub-PD will thereby increase tolerance to the presence of commensal microbes in healthy individuals.

Similar analyses of dissected gut samples also revealed significant enrichment (*P* <0.00001) of genes involved in different types of ‘Response processes’ among the *nub*^*1*^ mis-regulated genes (Additional file 6). Within this combined cluster, consisting of 113 unique genes, 47% were up-regulated in *nub*^*1*^ gut compared to wt (Additional files 6, 7 and 8). 

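In gut, antimicrobial peptide genes moved in both directions, and several that rose in carcass were already high in wt gut. *Drs* had a signal of 6125 ± 477 (SD, n = 3) in wt and 7024 ± 908 in *nub*1 gut (log2 fold change 0.19, adjusted p = 0.666 from limma), and *Def* 2150 ± 230.3 and 3750 ± 713 (0.79, adjusted p = 0.141). *AttC* rose from 55.9 ± 59.3 to 763 ± 572 (3.62, SE 0.70, adjusted p = 0.00192). The drosomycin-like gene *Drsl2* also rose (1.71).
 Of 13 measured antimicrobial peptide genes, *Anp* and *Drsl2* rose, *Drsl5* and *Drsl4* fell and 9 did not pass the test (2 rose and 2 fell adjusted over the list alone). *AttC*, whose probe set was named from the table of the paper, stands outside these counts. *CecA1*, *Dpt* and *Drosocin*, which the paper gives as higher in *nub*1 gut, had no probe set that could be named as theirs alone. In the set tests, camera gave an adjusted p of 0.867, or 0.936 with an estimated correlation. The mean and the median log2 fold change of the list and the direction of camera were upward, and that of fry downward. *Anp*, the andropin gene of the male ejaculatory duct (4.58), was high on *nub*1 gut replicates 1 and 3, with signals of 1056 and 1692 against 19 on replicate 2.
 The effect of *nub*1 was lower in gut than in carcass for *Def* (difference of the log2 fold changes −2.62, adjusted p = 0.00915), *Drs* (−1.98, adjusted p = 0.0132), *AttD* (−2.90, adjusted p = 0.0368), *CecB* (−2.21, adjusted p = 0.0348), *PGRP-SB1* (−1.71, adjusted p = 0.0406) and *PGRP-SC2* (−1.96, adjusted p = 0.0175). For *AttC* the difference did not pass (−1.85, adjusted p = 0.245).
 *PGRP-LC* (1.30) and *PGRP-LB* (1.15) rose in gut as well. Of 9 listed recognition genes 1 rose and 2 fell (1 and 2 adjusted over the list alone), and of 10 thioester and scavenger receptor genes *Sr-CIV* rose (at least 7.90-fold) and *NimC4*, a phagocytosis receptor gene (at least 11.8-fold lower), and *Sr-CII* (−1.21) fell, with the same numbers adjusted over the list alone. In the lysozyme list *LysP* rose (1.83) and *LysX* fell, and 1 of the 3 measured did not pass (1 rose and 1 fell adjusted over the list alone).
 Of the 113 genes in the response terms of the gut table of the paper, which was chosen on these arrays and is not independent evidence, 39 rose, 44 fell and 30 did not pass, and 46.9% were higher by mean signal.
 *Anp* did not pass without wt gut replicate 1 (adjusted p = 0.0514), *nub*1 gut replicate 1 (0.0691) or *nub*1 gut replicate 3 (0.0668), and *AttC* did not pass without the 3 gut arrays with most eggshell signal (log2 fold change 1.65, adjusted p = 0.127). By mean signal, the fold of *AttC* in gut was 13.7, or 35.3 without wt gut replicate 1 and 8.05 without *nub*1 gut replicate 2. Its log2 fold change was 4.32 without wt gut replicate 1, 4.21 without *nub*1 gut replicate 1 and 4.78 without the 2 gut arrays with ejaculatory duct transcripts. Without *nub*1 gut replicate 2 it was 6.42 for *Anp* and 1.03 for *LysP*, which had 2.50 without *nub*1 gut replicate 1. *Drsl4* fell under 2-fold without wt gut replicate 1 (−0.95), *nub*1 gut replicate 2 (−0.93) or *nub*1 gut replicate 3 (−0.98), as it did with a pseudocount of 32 (−0.87), which brought *PGRP-LC* to 0.97, *LysP* did not pass without wt gut replicate 1 or 2 (adjusted p = 0.053 and 0.0546), and *Sr-CII* did not pass without wt gut replicate 1 or 3 (0.119 and 0.0559) or *nub*1 gut replicate 1 or 3 (0.111 and 0.0692), without the 2 gut arrays with ejaculatory duct transcripts (0.578), or with a pseudocount of 1 (0.0761) or 32 (log2 fold change −0.66).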

Similar to the carcass samples, we identified genes involved in immune recognition, signaling and effector processes, as well as in abiotic stress responses among the *nub*^*1*^ mis-regulated genes (Additional file 7). Combining the sets of over-represented genes in carcass and gut samples involved in immune defense and other response processes, we found an overlap of 140 unique genes that are differentially expressed in *nub*^*1*^ flies compared to wt. A hierarchical cluster analysis of these genes (Additional file 9) shows that immune defense genes cluster together and are over-represented among genes that are up-regulated in *nub*^*1*^ mutants in either carcass or gut, or both.

From this global mRNA analysis, we conclude that numerous genes involved in immune defense reactions are abnormally expressed in *nub*^*1*^ mutant flies. Importantly, essentially all of the differentially regulated immune response genes have previously been experimentally validated for their functional roles in the immune system. In addition to genes clearly involved in the immune defense, the response processes clusters include genes with pertinent roles in cellular stress response processes, such as oxidative stress, hypoxia, heat-shock, DNA damage/repair and apoptosis. This suggests that Nub-PD may not only be involved in protecting flies against aberrant activation of immune system genes but also moderate responses to other types of cellular stress. We believe that Nub-PD acts as a modulator of immune responses, by preventing inappropriate expression of potent effector molecules. The array results also indicate that Nub-PD may play a role in regulation of stress responses, either directly or indirectly, but this assumption needs to be further validated.

### Genes involved in metabolism, development and differentiation require Nub-PD for normal expression

Both in carcass and gut samples, GO processes related to metabolism and catabolism were strongly enriched (in carcass, *P* <0.0001; in gut, *P* <0.00005) among the differentially expressed transcripts in *nub*^*1*^ mutants compared to wt (Additional files 4 and 6). 

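Many genes for the digestion of starch and sugars rose in *nub*1 flies, 9 of 13 measured in gut and 5 of 10 in carcass. The signal of *Amyrel*, an amylase-related gene, rose from 19.3 ± 2.14 (SD, n = 3) in wt to 990.4 ± 332 in *nub*1 gut (log2 fold change 5.05, SE 0.28, adjusted p = 1.84e-07 from limma). The maltase gene *Mal-A1* rose from 912 ± 161 to 6437 ± 1017 in gut (2.81) and from 13.2 ± 8.97 to 236 ± 86.2 in carcass (3.42, SE 0.32, adjusted p = 2.20e-05). The detoxification gene *GstD8* rose from 23.5 ± 2.96 to 445 ± 120.4 in gut (3.73, SE 0.19, adjusted p = 1.33e-07).
 Of 13 amylase and maltase genes measured in gut, 9 rose, 1 (Mal-B2) fell and 3 did not pass, with the same numbers adjusted over the list alone. The camera test with a preset correlation gave an adjusted p of 1.62e-05, and the adjusted p was 0.791 with an estimated correlation. In carcass, 5 of 10 rose, 1 (Mal-B1, −1.67) fell and 4 did not pass, again with the same numbers adjusted over the list alone (camera adjusted p = 0.153). In gut, the log2 fold change was 4.50 for *Mal-A7*, 3.52 for *Mal-A4*, 3.49 for *Mal-A6* and 3.41 for *tobi*, a glucosidase gene of the insulin response. The effect on *tobi* differed between the tissues (2.66, adjusted p = 0.015), as did those on *Mal-A7* (2.94) and *Mal-A8* (1.35), while for *Mal-A1* the difference did not pass (−0.62, adjusted p = 0.413).
 Of 30 glutathione S-transferase genes measured in gut 11 rose, 3 fell and 16 did not pass (11 and 3 adjusted over the list alone). The camera test gave an adjusted p of 0.00274, and the adjusted p was 0.791 with an estimated correlation. *GstD8*, *GstD2* (3.43), *GstD4* (2.32) and *GstE5* (2.13) had the largest changes, and *GstO3* (−1.58) was the lowest.
 In carcass, 4 of 11 genes of the Jonah family, proteases of the midgut, rose and none fell (5 and none adjusted over the list alone; camera adjusted p = 0.278, or an adjusted p of 0.932 with an estimated correlation), among them *Jon65Ai* (at least 6.13-fold, with a log2 fold change of 1.17 without *nub*1 carcass replicate 1 and 2.07 with it), *Jon99Ci* (1.92) and *Jon25Bi* (1.10). Other transcripts of the gut moved with them and with the maltase genes. Of 5 genes of other midgut trypsins 2 rose and none fell (2 adjusted over the list alone), of 7 of the peritrophic matrix 2 rose and 1 fell (2 and 1 adjusted over the list alone), and none of 5 of copper cells passed (none adjusted over the list alone), with camera adjusted p of 0.433, 0.336 and 0.292, and 0.932 each with an estimated correlation. Of 85 probe sets bright in gut that were tested in carcass, 25 rose and 1 fell, the set of 114 being chosen after the results had been seen. Its mean log2 signal was 4.93 to 5.15 on the wt carcass arrays and 6.42, 5.33 and 5.78 on the *nub*1 carcass arrays. The rise in carcass was 3.46% of the *nub*1 gut signal for *Mal-A1*, 5.27% for *Jon25Biii* and 2.71% for *Jon99Ci*, and 0.647% in the median of this set. The set was chosen for a low carcass mean, which limits the rise that a member can show. On the lipase list in carcass *CG6283* rose (1.61) and *mag* (−1.13) and *Lsd-1* fell, and 7 of 10 did not pass (1 rose and 2 fell adjusted over the list alone). *Lsd-1*, which this list includes, is a perilipin gene.
 With a pseudocount of 32, *Mal-A2*, *Mal-A7*, *Mal-A8* and *Mal-B1* were under 2-fold in carcass (0.54, 0.87, 0.62 and −0.93), as was *CG6283* (0.89). *Jon65Ai* did not pass with a pseudocount of 32 (adjusted p = 0.0721) or without wt carcass replicate 1, 2 or 3 (0.0607, 0.071 and 0.0583), *Jon25Bi* without wt carcass replicate 2 or 3 (0.0528 and 0.0505) or *nub*1 carcass replicate 3 (log2 fold change 0.76), *Mal-B2* in gut without *nub*1 gut replicate 1 or 3 (−0.96 and −0.99) or both (−0.77) or with a pseudocount of 32 (−0.87), and *mag* without wt carcass replicate 1, 2 or 3 (adjusted p = 0.0733, 0.15 and 0.101) or *nub*1 carcass replicate 2 (0.0648), with a pseudocount of 1 (0.0555) or 32 (log2 fold change −0.90), with median scaling (adjusted p = 0.0654) or with quantile normalization (log2 fold change −0.99). *Lsd-1* in carcass was under 2-fold with a pseudocount of 32 (−0.93), with median scaling (−0.99), and without wt carcass replicate 2 (just under) or *nub*1 carcass replicate 1 or 2 (−0.99 each).

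**Figure D2:**
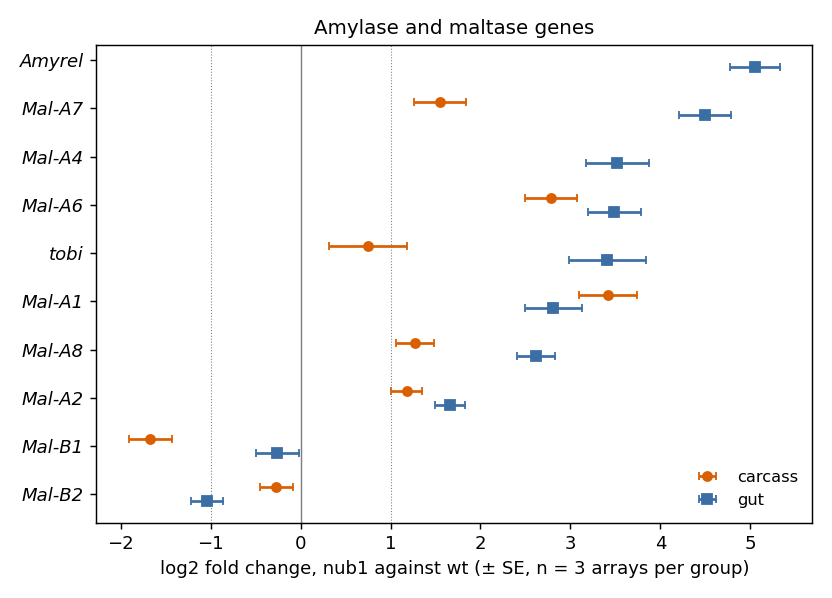
Log2 fold change of amylase and maltase genes in *nub*1 against wt flies, in carcass (circles) and gut (squares), with bars for the standard error from 3 arrays per group and dotted lines at the 2-fold minimum. *Amyrel* and *Mal-A4* were tested in gut alone, and *Mal-B1* and *Mal-B2* lie on the other side of 0 from the rest.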

By combining the sets of over-represented genes in carcass and gut samples, we found an overlap of 111 unique genes involved in metabolic and catabolic processes, and differentially expressed by a factor of at least two in *nub*^*1*^ flies compared to its wt counterpart. Of these genes, 48% were down-regulated in gut in *nub*^*1*^ mutants (Additional file 6), indicating an important role for Nub-PD in maintaining normal function in the gut and in metabolic homeostasis.

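The perilipin gene *Lsd-1* and the chitinase gene *Cht9* fell in *nub*1 gut, and lipase genes moved in both directions. The signal of *Lsd-1*, which encodes a perilipin of lipid droplets, fell from 783 ± 48.5 (SD, n = 3) in wt to 96.1 ± 26.9 in *nub*1 gut (log2 fold change −2.93, SE 0.14, adjusted p = 9.52e-08 from limma), more than in carcass (difference −1.93, adjusted p = 1.11e-04). The chitinase gene *Cht9* fell from 1291 ± 147 to 19.3 ± 8.74 (−5.52, SE 0.24, adjusted p = 5.39e-08). In contrast, the lipase gene *Lip3* rose from 12.2 ± 3.93 to 794 ± 129 (5.18, SE 0.26, adjusted p = 1.10e-07).
 Of 14 genes of the lipase list, which includes *Lsd-1*, *Lip3*, *CG8093* (3.26) and 1 other rose, *Lsd-1*, *Lip4* (−2.17) and 1 other fell and 8 did not pass (3 and 3 adjusted over the list alone; camera adjusted p = 0.818). Of 13 Jonah protease genes, *Jon65Aii* and *Jon66Ci* (−3.73) fell, *Jon44E* (1.24) rose and 10 did not pass (none rose and 2 fell adjusted over the list alone). Of 10 genes of other midgut trypsins, *Ser12* and *Ser6* (2.79) rose and *iotaTry* fell (−1.63), with the same numbers adjusted over the list alone. Of 10 genes of the peritrophic matrix, the chitin lining of the midgut, *Cht9* and *Peritrophin-A* (−1.32) fell and none rose (2 fell adjusted over the list alone).
 Of 9 fat body genes measured in gut, *Lsd-1*, *Apoltp*, a lipoprotein gene (−1.58), and the yolk protein gene *Yp3* (−1.20) fell, none rose and 6 did not pass (3 fell adjusted over the list alone). The camera test of this list gave an adjusted p of 0.00836, and the adjusted p was 0.791 with an estimated correlation. *Yp3* was under 2-fold without *nub*1 gut replicate 1 (−0.73), or replicates 1 and 3 (−0.93).
 Among the genes of the gut table of the paper, chosen on these arrays and not independent evidence, 114 of 313 under metabolic process rose, 136 fell and 63 did not pass. For carbohydrate metabolic process 29 of 58 rose and 19 fell, and for oxidation reduction 27 of 60 rose and 22 fell. For chitin metabolic process 7 of 20 rose and 9 fell. The metabolic genes that the paper counts in both tissues together could not be identified as a set. *Jon44E* did not pass when any 1 of wt gut replicates 1, 2 and 3 (adjusted p = 0.0963, 0.0902 and 0.103) or *nub*1 gut replicates 1 and 3 (0.132 and 0.107) was left out, nor without the gut arrays with ejaculatory duct transcripts (0.387) or with eggshell transcripts (0.131) or with a pseudocount of 1 (0.175), and a pseudocount of 32 brought *Peritrophin-A* under 2-fold (−0.77).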

The role of *nub* in developmental processes during development of larval and adult structures, such as nervous system, wing and leg, is well documented [20,21,23,25-28]. Our gene expression analysis of *nub*^*1*^ mutants revealed that in the adult gut, there is differential expression of similar clusters of genes that previously have been linked to nervous system development (101 genes), development and differentiation of wing and legs (89 genes), and subgroups of these GO terms (Additional file 8). Again, there is much overlap between these groups with 80 unique genes shared between the GO biological processes ‘Development and Differentiation’ and ‘Nervous System’. A large proportion of these genes cluster together (Additional file 10) and are down-regulated in *nub*^*1*^ gut samples, indicating that these genes normally require Nub-PD for their expression in the gut. Of these genes, many are known components of signaling pathways involved in patterning and differentiation of the nervous system in the embryo, and in wing and leg development during metamorphosis. This indicates that the same regulatory systems, involving Nub-PD, also operate in the adult gut, most likely during gut regeneration and differentiation of the gut epithelium.

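Enhancer of split genes of the Notch pathway and several cuticle genes fell in *nub*1 gut, as did *rib*, *ft* and *elav*. The signal of *rib*, which encodes a transcription factor of tracheal and salivary tube formation, fell from 437 ± 147 (SD, n = 3) in wt to 23.8 ± 32.6 in *nub*1 gut (log2 fold change −4.13, SE 0.53, adjusted p = 1.11e-04 from limma). That of *ft*, the gene of the large cadherin Fat, fell from 133 ± 42.5 to 11.9 ± 9.30 (−2.74, SE 0.29, adjusted p = 2.79e-05), and that of *elav*, a neuronal RNA-binding protein gene, from 100.4 ± 27.4 to 23.7 ± 6.31 (−1.70, SE 0.20, adjusted p = 5.06e-05). In carcass, *ft* and *rib* were below the filter and *elav* had a log2 fold change of −0.10, and the difference between the tissues passed for *elav* (−1.61, adjusted p = 0.00312).
 Of 17 Notch pathway genes 7 fell, none rose and 10 did not pass (7 fell adjusted over the list alone). The camera test gave an adjusted p of 0.00836, and the adjusted p was 0.885 with an estimated correlation. The largest falls were in *E(spl)mdelta-HLH* (−2.56), *E(spl)m7-HLH* (−2.46), *E(spl)m4-BFM* (−2.45) and *E(spl)m5-HLH* (at least 6.33-fold lower), targets of Notch in the Enhancer of split complex. The gene of the receptor *Notch*, named from the table of the paper, had a log2 fold change of −1.15.
 Of 24 chitin and cuticle genes 9 fell, none rose and 15 did not pass (9 fell adjusted over the list alone). The camera test gave an adjusted p of 0.0176, and the adjusted p was 0.885 with an estimated correlation. *Cht7* was at least 4.29-fold lower, and the log2 fold change was −2.21 for *Cpr64Ad*, −2.20 for *verm* and −2.13 for *obst-A*. Of 13 genes of foregut and hindgut transcription factors, *grh* (−1.25), *tsh* (−1.22) and *Dichaete* (−1.22) fell, none rose and 10 did not pass (3 fell adjusted over the list alone). Here camera gave an adjusted p of 0.0242, and the adjusted p was 0.885 with an estimated correlation.
 Of 18 genes of wingless, hedgehog, *dpp* and Fat signaling 4 fell, namely *daw*, an activin ligand gene (−2.29), *fj* (at least 3.56-fold lower), *ci* (−1.24) and 1 other, and none rose (4 fell adjusted over the list alone; camera adjusted p = 0.19). Of 17 axon guidance genes, 4 fell, among them *unc-5* (−1.94), *comm* (−1.63) and *drl* (−1.60), and *Mical* rose (1.09), with the same numbers adjusted over the list alone (camera adjusted p = 0.144). None of 14 EGFR pathway genes passed the 2-fold minimum, 4 of them being lower at an adjusted p under 0.05 (4 adjusted over the list alone). Of 3 neuronal genes measured, *elav* fell and 2 did not pass (1 fell adjusted over the list alone).
 Among the largest falls in gut were also *nur*, from 863 ± 214 to 16.6 ± 16.9 (−5.18), and the Osiris family genes *Osi15* (at least 47.2-fold lower) and *Osi6* (at least 73.1-fold lower).
 Genes of embryonic patterning moved with these groups, with a mean log2 signal of 4.80 to 5.20 on the wt gut arrays, 4.02 to 4.57 on the *nub*1 gut arrays and 3.68 to 3.90 on the carcass arrays. *Mical* fell under 2-fold without *nub*1 gut replicate 2 (0.80), wt gut replicate 1 (just under 1) or the 3 arrays with most eggshell signal (0.98), and without the 2 gut arrays with ejaculatory duct transcripts *Notch* was under 2-fold (−0.73) and *ci* did not pass (adjusted p = 0.0584). A pseudocount of 32 brought *grh*, *tsh*, *Dichaete*, *ci*, *fj*, *Notch* and *Mical* under 2-fold (−0.95, −0.81, −0.89, −0.95, −0.90, −0.88 and 0.75).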

### Genes that are mis-regulated in *nub*^*1*^ mutants contain Oct sequence motifs

Having demonstrated that Nub protein directly binds to the upstream region of several AMP genes, we decided to perform a survey for Oct sites in the upstream region of genes that were differentially expressed in *nub*^*1*^ compared to wt flies (Figure 7C and Additional file 7). We focused our attention on genes belonging to GO terms related to immune defense, but also included a number of the most differentially expressed non-immune genes, and a few house-keeping genes as controls. In total, 60 genes were searched for the presence of the consensus Oct site AT(C,G)(C,G,T)AAA(A,T) and the Oct-like/nub target motif ATTCAAAT, present in the gene for *Drosophila* choline acetyltransferase [38]. We found a clear correlation between genes that were mis-regulated in *nub*^*1*^ mutants and the presence of Oct sites in the promoter and upstream region (Table 1 and Additional file 11), whereas three typical immune system genes (*Dro6*, *Drs-like* and *Bsk* (*dJNK/MAPK*) whose expressions were not changed in *nub*^*1*^ mutant flies did not contain any Oct sites (Table 1). 

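The reference genes *Gapdh1*, *RpL32* and *ArgRS* gave values close to those of wt flies in both tissues. For *Gapdh1*, a glycolytic enzyme gene, the log2 fold change was 0.21 in carcass (SE 0.08, adjusted p = 0.121 from limma) and 0.10 in gut (SE 0.08, adjusted p = 0.389), with n = 3 arrays per group. For the ribosomal protein gene *RpL32* it was −0.07 in carcass (adjusted p = 0.74) and −0.17 in gut (adjusted p = 0.201), and for *ArgRS*, which encodes a tRNA synthetase, 0.02 (adjusted p = 0.945) and −0.15 (adjusted p = 0.31). The drosomycin-like gene *Drsl1* had a log2 fold change of 0.12 in gut (adjusted p = 0.674), and *Drsl6* was below the filter in both tissues. *Act5C* and *bsk* had no probe set that could be named as theirs alone and were not analysed here. None of 32 cytoplasmic ribosomal protein genes passed the 2-fold minimum in gut, 8 of them being lower at an adjusted p under 0.05 (8 adjusted over the list alone). The camera test of this list gave an adjusted p of 0.0155 for a downward shift, and the adjusted p was 0.885 with an estimated correlation.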

Four house-keeping or reference genes that did not confer any mis-expression in *nub*^*1*^ mutants were also analyzed, revealing only one Oct site in the distal promoter region of one of these genes. As has been mentioned above, of the genes that showed differential expression in *nub*^*1*^ versus wt flies, and of the genes analyzed here, 71% were up-regulated and out of those, all but two were found to contain at least one consensus Oct site. It is important to note, however, that at least six immune response genes that were down-regulated in *nub*^*1*^ gut tissue also contained Oct sites (Table 1 and Additional file 11), suggesting that Nub-PD regulates constitutive expression of some immune system genes in the gut via Oct sites. 

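Several immune genes were lower in *nub*1 gut, most of all *AttA*, *LysX* and *BaraA2*. The probe set of *AttA* alone was at least 81.3-fold lower, while the probe set that *AttA* shares with *AttB* had a log2 fold change of −1.41 (SE 0.59, adjusted p = 0.0871 from limma). The signal of the lysozyme gene *LysX* fell from 494 ± 109.6 (SD, n = 3) in wt to 29.3 ± 8.53 in *nub*1 gut (−3.68, SE 0.45, adjusted p = 7.81e-05), that of *BaraA2* from 311 ± 16.6 to 11.8 ± 4.77 (−3.90, SE 0.26, adjusted p = 7.89e-07) and that of the drosomycin-like gene *Drsl5* from 261 ± 31.9 to 33.0 ± 25.9 (−2.80, SE 0.30, adjusted p = 2.71e-05).
 *Drsl4* (−1.05), the bomanin genes *BomBc2* (−1.51) and *BomBc3* (−1.41), and *PGRP-SB2* (−1.04) also fell. *Listericin* was lower by less than 2-fold, from 1770 ± 335 to 1009 ± 171 (−0.80, adjusted p = 0.0308). Of 6 genes of bomanins and other immune-induced peptides, *Bbd* rose (1.01), 2 fell and 3 did not pass (1 rose and 2 fell adjusted over the list alone). The effect of *nub*1 was lower in gut than in carcass for *Drsl5* (−2.54, adjusted p = 0.00238) and *Listericin* (−2.68, adjusted p = 7.29e-04), while for *BaraA2* the difference did not pass (0.08, adjusted p = 0.915).
 *BomBc2* and *BomBc3* no longer passed without *nub*1 gut replicate 1 (adjusted p = 0.0517 and log2 fold change −0.88) or without the 2 gut arrays with ejaculatory duct transcripts (adjusted p = 0.256 and 0.111), and the probe set that *AttA* shares with *AttB* passed without *nub*1 gut replicate 2 (−2.05, adjusted p = 0.00938) and without the 3 gut arrays with most eggshell signal (−2.95, adjusted p = 0.0062), as did *Listericin* without these 3 (−1.24). Without *nub*1 gut replicate 1 the log2 fold change of this shared probe set was −0.78, and without the duct arrays −0.12. By mean signal the signed fold of *Drsl5* was −7.89, or −14.4 without *nub*1 gut replicate 3. *PGRP-SB2* fell under 2-fold without wt gut replicate 1 (−0.91) or *nub*1 gut replicate 2 (−0.89), with a pseudocount of 32 (−0.53) or with quantile normalization (−0.83), and *Bbd* without wt gut replicate 2 (0.98), *nub*1 gut replicate 3 (0.90) or the duct arrays (0.85), or with quantile normalization (0.83).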

In conclusion, *in silico* analysis of gene promoters of genes that are mis-regulated in *nub*^*1*^ flies strongly indicates that Nub-PD directly controls a large group of immune system genes, as well as other genes, via Oct sequence motifs.

**Table 1:** Gene, function and number of Oct and Oct-like/nub sites in the 5′ upstream region

**A. Oct sites in immune and stress response genes with ≥2 fold change in carcass or gut (a)**						
**Gene**	**Computed gene number**	**Function**	**Fold change carcass**	**Fold change gut**	**Oct sites**	**Oct-like /nub**
CecA1	CG1365	Antimicrobial peptide	>10b	>10b	3	2
CecB	CG1878	Antimicrobial peptide	5.5	−1.4	1	
CecC	CG1373	Antimicrobial peptide	13	b.b.	2	
AttC	CG4740	Antimicrobial peptide	45	14	2	1
AttD	CG7629	Antimicrobial peptide	8.1	−1.9		1
Def	CG1385	Antimicrobial peptide	15	1.7	2	
Dpt	CG12763	Antimicrobial peptide	>10b	4b	1	
Dpt B	CG10794	Antimicrobial peptide	2.7	−1.4	3	
Drosocin	CG10816	Antimicrobial peptide	18	4.4	1	1
Drs	CG10810	Antimicrobial peptide	4.9	1.1	1	
Dro2	CG32279	Antimicrobial peptide	b.b	4.1	3	
Dro3	CG32283	Antimicrobial peptide	b.b	2.2	1	
Dro4	CG32282	Antimicrobial peptide	−2.5	−2.2	1	
Dro5	CG10812	Antimicrobial peptide	−1.2	−7.9	2	1
Listericin	CG9080	Antimicrobial peptide	4.4	−1.7	2	
Mtk	CG8175	Antimicrobial peptide	2.5	1.5	3	1
Anp	CG1361	Antimicrobial peptide	b.b	154	5	
LysX	CG9120	Antimicrobial protein	b.b	−17	3	
IM23	CG15066	Immune molecule	21	3.5	2	1
IM10	CG18279	Immune molecule	−20	−26	2	1
PGRP-SC2	CG14745	Recognition	4.8	1.1	3	
PGRP-SB1	CG9681	Recognition	4.8	1.5	1	
PGRP-LD	CG32912-RB/RA/RD	Recognition	4.6	1.8	1	
					2	
PGRP-LC	CG4432	Recognition	3.8	2.9	2	
PGRP-LB	CC14704-RA/RC/RD	Recognition	3.3	2.6	4	
					5	
					4	1
Tep II	CG7052	Recognition	2.7	1.6	2	
Tep IV	CG10363	Recognition	2.4	1.8	4	
GNBP3	CG5008	Recognition	−2.1	−3.9	3	
Sr-CIV	CG3212	Scavenger receptor	b.b	11	1	1
Galpha49B	CG17759-RD/RE	Signaling	2.5	4.2	3	1
Pirk	CG15687	Signaling	2.5	4.3	5	
Prx2540-2	CG11765	Peroxiredoxin	2.0	−1.4	1	
Tsf1	CG6186	Iron sequestration	2.9	2.1	2	
TotX	CG31193	Stress peptide	3.3	2.9	2	
TotM	CG14027	Stress peptide	2.1	2.2	3	
**B. Oct sites in immune genes and in house-keeping genes with no significant fold change in carcass or gut (a)**						
Dro 6	CG32268	Antimicrobial peptide	1.2	1.0	–	–
Drs-like	CG32274	Antimicrobial peptide	1.2	1.1	–	–
Bsk	CG5680	JNK Signaling	1.1	−1.3	–	–
Gapdh1	CG12055	Glycolys	1.2	1.1	–	–
Rpl32/rp49	CG7939	Ribosomal protein	−1.1	−1.1	1	–
Act5C	CG4027	Actin	1.1	1.2	–	–
Aats-arg	CG9020	Arginine tRNA syntase	1.0	−1.1	–	–

Consensus sequence of Oct sites: AT(C,G)(C,G,T)AAA(A,T) and of the Oct-like/nub site: ATTCAAAT. Fold change indicates mRNA expression levels in gut and carcass, comparing wild type versus *nub*^1^ mutant, data taken from the microarray data in Additional files 5 and 8 unless other wise indicated. Non-reliable values due to concentrations below background have been removed. A longer list of analyzed genes including the positions of the Oct sites is presented as Additional file 11. ^a^Location of sites within 2000 bp from the transcription start site of respective gene or up to the nearest exone of an adjacent gene. ^b^Data taken from RT-qPCR results (Figures 1 and 3). b.b., concentrations below background.

## Discussion

Immune defense processes have to be instant and powerful to fight emergent infections efficiently and rescue the host. Minute concentrations of immune elicitors can communicate the presence of foreign organisms, which will lead to coordinated changes in expression of downstream effector genes. However, unprovoked activation of immune responses can be harmful because production of very potent biological effector molecules may cause damage to host tissues. Also, switching of gene regulatory programs may interfere with normal growth, development and other essential processes. Both signaling and gene expression need to be well controlled both before and after the acute stage of an infection, to regulate the rapid and powerful activation followed by attenuation of immune effector gene expression. In *Drosophila*, several negative regulators of immune regulatory pathways have been identified, especially for the IMD pathway [3,4,9]. Very few direct repressors of immune gene transcription have been identified, although it is generally acknowledged that dedicated transcriptional repressors are equally important as upstream regulatory pathways that limit production and activity of transcriptional activators [47]. The homeodomain protein Cad was shown to inhibit Relish-dependent expression of AMP genes in the posterior midgut, and down-regulation of Cad by RNAi promoted over-expression of AMP genes [10]. Similarly, expression of *AttA* was reported to be inhibited by a repressosome complex, consisting of dAP-1, STAT92E and the High Mobility Group (HMG) protein Dsp1 [11]. The present work show that the *Drosophila* POU transcription factor Nub-PD is an important transcriptional repressor of immune defense genes.

Our work suggests that Nub-PD can act both as an activator and a repressor, but the mechanism for this switch is not yet known. It has previously been shown, using transcription assays in *Saccharomyces cerevisiae*, that *Drosophila* Nub-PD binds to Oct sequence motifs to regulate transcription. Direct transactivation capacity was limited, suggesting that co-activators play a role [39]. We show that Nub-PD directly binds to proximal promoter regions of several AMP genes in chromatin prepared from whole flies. These promoter regions contain one or several Oct sites, of which some are overlapping with or located near IRE containing κB and/or GATA sites. It may be possible that the mechanism of Nub-PD repression involves direct competition for binding sequences. However, it may also depend on post-translational modifications, interactions with co-factors and chromatin remodeling complexes.

We show that Nub protein is present in nuclei of fat body cells and in all regions of the gut in healthy flies (Figure 5), which makes it an ideal gate-keeper of immune gene expression. It was previously shown that the presence of peptidoglycan from commensal microbes leads to low levels of constitutive activation of NF-κB/Relish in the midgut [10]. While it can be debated whether the fat body is under continuous immune challenge or not, it has been shown that small peptidoglycan fragments shed from live or dead bacteria can cross barrier epithelia and activate a systemic immune response in the fat body [48-50]. Without protective mechanisms, this would lead to constant activation of immune and inflammatory reactions. Clearly, in the absence of Nub-PD, immune gene expression is over-active both in the gut and in the fat body; remarkably, this leads to serious consequences for the commensal gut flora, which are severely affected in *nub*^*1*^ mutants. We propose that Nub-PD plays an important role in several immunoresponsive tissues by suppressing immune activation and allowing the continuous presence of a commensal gut microbiome. The effects observed in *nub*^*1*^ flies are reminiscent of inflammatory diseases in mammals, in which gut homeostasis is disrupted and the immune system is constantly activated by the presence of the commensal gut flora. The present study indicates that negative regulation by POU/Oct transcription factor(s) are crucial in flies for suppression of immune activation, thereby promoting tolerance to the gut commensal flora. It has not yet been explored if negative regulation by POU/Oct or other transcription factors normally promote tolerance to the commensal flora in healthy mammals, neither has the lack of such negative regulation been surveyed as a possible cause of chronic inflammatory disease establishment.

We show that at least 37 immune defense genes are over-expressed in flies lacking Nub-PD (Table 1 and Additional file 7), suggesting that it serves as a general repressor of immune gene expression in the absence of true infections. 

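More of the immune genes in Table 1 rose in carcass than in gut, with *AttC*, *Def* and *PGRP-LC* among those that rose in carcass and *Drsl5* and *LysX* among those that fell in gut. Of the 35 genes in the first section of the table, 32 had a probe set that could be named. In carcass 29 of these were tested, of which 18 rose, 2 fell and 9 did not pass. In gut 31 were tested, of which 10 rose, 5 fell and 16 did not pass. The table was chosen on these arrays and is not independent evidence of the direction. Of 84 genes that the paper names and for which the tissues could be compared, the effect of *nub*1 differed by at least 2-fold for 23, lower in gut for 16 and higher in gut for 7.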

Most of the up-regulated genes encode direct effectors of the immune defense, such as AMPs and enzymes that synthesize ROS. This elevated expression of immune defense genes in the gut had a striking effect on the commensal gut flora of *nub*^*1*^ mutants. A majority of the up-regulated genes have previously been shown to be targets of the NF-κB/Relish/IMD pathway or a combination of NF-κB/Relish/IMD and NF-κB/Dif/Toll pathways [44-46]. 

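In the Toll pathway, *psh* and *GNBP3*, which act upstream of Spätzle processing, and the receptor gene *18w* were lower in *nub*1 gut. The signal of *psh* fell from 34.1 ± 6.71 (SD, n = 3) to 10.3 ± 4.16 (log2 fold change −1.13, SE 0.18, adjusted p = 4.75e-04 from limma), that of *GNBP3* from 59.9 ± 20.9 to 15.4 ± 2.59 (−1.43, SE 0.19, adjusted p = 1.66e-04) and that of *18w* from 181 ± 43.0 to 58.5 ± 15.2 (−1.49, SE 0.19, adjusted p = 9.16e-05). Pirk, the product of *pirk*, restrains the IMD pathway, and the signal of its gene rose from 256 ± 59.4 to 1101 ± 150.5 in gut (2.08, SE 0.25, adjusted p = 6.07e-05).
 Of 19 Toll pathway genes measured in gut these 3 fell, none rose and 16 did not pass (3 fell adjusted over the list alone). In carcass none of 18 passed the 2-fold minimum, with *psh* at −0.62 (adjusted p = 0.0329) and *GNBP3* at −0.94 (adjusted p = 0.00519), and none did so adjusted over the list alone. Of 18 IMD pathway genes *pirk* rose in gut and none passed in carcass (1 and none adjusted over the list alone). In carcass, *pirk* had a log2 fold change of 0.90 (adjusted p = 0.0262), and the difference between the tissues passed (1.18, adjusted p = 0.0435).
 Of 12 genes of negative regulators and of factors with that role, the 3 amidase genes *PGRP-SB1*, *PGRP-SC2* and *PGRP-LB* rose in carcass and *pirk* and *PGRP-LB* in gut, and none fell, with the same numbers adjusted over the list alone. The values of the others were under 2-fold. In carcass and gut, the log2 fold change was 0.16 and −0.13 for *Dredd*, −0.10 and 0.13 for *casp*, −0.19 and −0.12 for *scny*, which encodes dUSP36, −0.09 and −0.08 for *Jra* and −0.13 and −0.11 for *kay*, the genes of AP-1. It was −0.39 (adjusted p = 0.0866) and −0.51 (adjusted p = 0.0156) for *dnr1*, 0.01 (adjusted p = 0.973) and 0.31 (adjusted p = 0.0459) for *cad*, and −0.01 and 0.46 (adjusted p = 0.0124 in gut) for *Stat92E*.
 *wntD* had no probe set of its own name and was not analysed here. In gut, *psh* was under 2-fold without *nub*1 gut replicate 2 (−0.95), and with a pseudocount of 32 so were *psh* (−0.64) and *GNBP3* (−0.93). In carcass, *GNBP3* passed without *nub*1 carcass replicate 1 (−1.07), and *pirk* passed without wt carcass replicate 1 (1.04) or *nub*1 carcass replicate 3 (1.10).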

A few Toll pathway components were found to be down-regulated in *nub*^*1*^ mutants, such as *Persephone*, *GNBP3* and *WntD.* It is important to note that genes encoding negative regulators of the immune response were either up-regulated in *nub*^*1*^ mutants (*PGRP-LB*, *PGRP-SC2*, *PGRP-SB1*, *Pirk*) or not significantly changed (*Dredd*, *Caspar*, *dUSP36*, *DNR1*, *Cad*, *AP1*, *STAT92*), demonstrating that, in the *nub*^*1*^ mutant, the increased expression level of a large number of effectors, such as AMP genes, is not an indirect effect due to decreased expression of the above mentioned negative regulators. 

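Genes of co-activators of NF-κB targets had values within 2-fold of wt. For *MED17*, which encodes a Mediator subunit, the log2 fold change was 0.22 in carcass (SE 0.16, adjusted p = 0.451 from limma, n = 3 arrays per group) and −0.32 in gut (adjusted p = 0.139). For *nej*, the acetyltransferase gene, it was −0.29 (adjusted p = 0.167) and 0.29 (adjusted p = 0.0954), for *akirin* −0.00 (adjusted p = 0.993) and −0.15 (adjusted p = 0.384), and for the helicase gene *Hel89B* 0.03 (adjusted p = 0.92) and 0.05 (adjusted p = 0.692). None of these 4 genes passed the test in either tissue, or adjusted over the list alone, nor did any at an adjusted p under 0.05 without the 2-fold minimum.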

We also did not observe any changed expression of co-activators that have been connected with immune pathway signaling or NF-κB-dependent expression (*MED17* (*dTRAP80*), *nejiere* (*dCBP*)*, Akirin* and *Helicase89B*), arguing against indirect effects via these factors. We confirmed that *CecA1* and *Dipt* were also up-regulated in *nub*^*1*^ mutants after treatment with antibiotics (Figure 1G), excluding that excessive expression in *nub*^*1*^ mutants is caused by ongoing infections. The over-expression of these genes was, however, to a large extent NF-κB/Relish-dependent, suggesting that NF-κB/Relish can be activated by the presence of peptidoglycan fragments from dying or dead bacteria. Our conclusion is that over-expression of immune genes in *nub*^*1*^ mutant flies is to a large extent IMD pathway- and NF-κB/Relish-dependent, but did not require presence of live bacteria. Taken together, these results strongly indicate that Nub-PD directly represses a large number of immune system genes in healthy flies.

The whole genome analysis in *nub*^*1*^ mutants revealed a comprehensive picture of the role of Nub-PD in regulation of genes involved in the fly’s immune system. In addition, genes that belong to GO categories of stress response processes and metabolism or catabolism processes were also strongly enriched in *nub*^*1*^ mutants. This is highly reminiscent of results from gene expression profiling carried out with mammalian Oct-1 deficient cells, which showed a clear over-representation of genes involved in cellular, oxidative and metabolic stress responses. The Oct-1 deficient cells were hypersensitive to a number of different stress conditions, indicating that Oct-1 normally controls the activation of such effector genes [51]. In addition, Oct-1 responds to cAMP signaling in pancreatic and intestinal endocrine cells and may play a role in metabolic homeostasis [52]. Interestingly, Oct-1 has been shown to repress cytokine-induced, NF-κB-dependent expression of the genes for E-selectin and vascular cell adhesion molecules [53]. This was shown to be part of a system involving Oct-1 repression of NF-κB target genes involved in inflammatory processes, and to maintain vascular cells in a quiescent state. It is intriguing that both in insects and mammals, repression of NF-κB-dependent target genes by Nub-PD and Oct-1, respectively, seems to be a hallmark of balancing immune, inflammatory and stress responses. We suggest that these evolutionarily related transcription factors are ancient stress sensors that modulate responses and gene activity, and increase the tolerance to both biotic and abiotic stress.

## Conclusions

This work sheds new light on the complex regulation of innate immunity. We show that the POU/Oct transcription factor Nub negatively regulates genes involved in immune responses. Nub-PD protein binds to upstream sequences and represses gene expression of several AMP genes in healthy flies. Importantly, flies that lack expression of Nub-PD protein have a significantly changed gut microbiome, indicating that the maintenance of a normal gut flora is dependent on negative gene regulation by Nub-PD. Whole genome expression data show that a large number of immune- and stress-regulated genes are normally controlled directly or indirectly by Nub-PD, while other groups of genes, involved in development and metabolic processes, require Nub-PD for their normal expression. This demonstrates that Nub, similar to mammalian POU/Oct proteins, is involved in both positive and negative gene regulation. Importantly, our experimental data provide support for the evolutionary conservation of innate immunity between flies and mammals. This conservation involves not only positive regulation by Toll receptor pathways and NF-κB transcription factors upon infection but also includes complex regulation by POU/Oct transcription factors to modulate gene activity in healthy subjects.

## Methods

### Fly stocks, culture and infections

The following fly strains were used: *Oregon*^*R*^ and *w*^*1118*^ were used as wt controls and *nub*^*1*^*b*^*1*^*pr*^*1*^ was used as the *nub*^*1*^ mutant in all experiments*.* Flies for over-expression of Nub-PD (*w*^*1118*^*; UAS-nubRD*) (described below and in Additional file 1) or down-regulation of Nub (*UAS-dsnub*) (VDRC #6218) [54] were crossed with the Gal4 driver lines *c564-Gal4* (*w*^*1118*^*; P{GawB} c564*) (fat body) and *hs-Gal4* (*w;P{w*[*+mc*] *= Gal4-Hsp70.PB}*). Combinations with reporter strains *CecA1-lacZ* pA10 and pA12 [36] and with *Rel*^*E20*^ mutant flies [55] were obtained through conventional crosses. Flies were maintained in mixed female to male populations at 25°C with a 12 h light 12 h dark cycle. Recordings of AMP gene expression were done with exclusively females.

Germ-free flies were established by moving five-day old flies to sterile medium supplemented with a cocktail of antibiotics, and keeping them on this medium for at least seven days, as previously described [10]. The antibiotic cocktail was added during preparation of sterile culture medium to a final concentration of 100 μg/ml carbenicillin, 100 μg/ml neomycin, 50 μg/ml vancomycin, and 100 μg/ml metronidazole. Control flies for this experiment were kept on sterile medium lacking antibiotics.

Microbial infections of flies were done with a mixture of over-night cultures of Gram-positive *Micrococcus luteus* and Gram-negative *Enterobacter cloacae* β12, which were washed once and suspended in PBS (pH7). Five-to-ten day old flies were injected with ≤0.1 μl bacterial suspension per fly using a glass capillary connected to a micro injector (TriTech Research, Los Angeles, CA, USA).

### Plasmids, generation of transgenic flies and cell transfections

Construction of plasmids for the generation of transgenic flies carrying *UAS-nub-RD* was done using the Gateway® Technology (Invitrogen, Carlsbad, CA, USA). Briefly, *nub-RD* cDNA was amplified from the expression plasmid *pAct-Pdm1*[35] using Pfu DNA polymerase (Thermo Fisher Scientific, Waltham, MA, USA) and the following conditions: 95°C for 3 minutes; 95°C for 30 seconds, 60°C for 30 seconds, 72°C for 4 minutes, repeated 30 cycles; 72°C for 5 minutes. The purified PCR product was cloned into the pENTR™/D-TOPO vector using pENTR™ Directional TOPO Cloning (Invitrogen) followed by recombination of the *nub-RD* cDNA into the pTW destination vector, (obtained from TD Murphy), using LR Recombination and the LR Clonase™ enzyme mix (Invitrogen). P-element transformation of *w*^*1118*^ flies was done according to standard protocols [56].

Deletion of the Oct cluster region in the *CecA1* upstream region to create *pA10*△*Oct-luc* was done by inverse PCR with phosphorylated primers using the *pA10-luc* [−751 to +71] construct [7] as starting material. Sequences of primers and details of the PCR protocol are described in the Additional file 12.

Cell transfections were done in *Drosophila* mbn-2 cells at 25°C, using a calcium phosphate transfection kit (Invitrogen), as described previously [8]. The Dual-Luciferase®Reporter Assay System (Promega, Fitchburg, WI, USA) was used to measure the different luciferase values, according to the manufacturer’s instructions. Transfections were done with 1 μg of *pA10-luc* (gift from W-J Lee) or *pA10△Oct-luc* construct (this work) and 100 ng of *PolIII–Renilla luciferase* (Addgene plasmid 37380) [57] (gift from N Perrimon) as internal reference, and mixed with carrier DNA to reach 10 μg.

### Cultivation of bacterial microflora

Flies were anesthetized and sterilized in 70% ethanol for five minutes to eliminate bacteria on the fly surface. Individual guts were dissected under aseptic conditions and homogenized in 100 μl sterile PBS using a plastic pestle. The whole volume of each *nub*^*1*^ gut homogenate was plated out on non-selective lysogeny broth agar plates (1.5% [wt/vol] agar, 1% [wt/vol] tryptone, 0.5% [wt/vol] yeast extract, 1% NaCl), and each *OrR* gut homogenate was diluted 100× in sterile PBS prior to plating. The plates were incubated overnight at 37°C. Because no colonies grew from *nub*^*1*^ homogenates, incubation at room temperature was also tested, which also did not produce any colonies.

### Antibody production, immunostaining and β-galactosidase staining

Antibodies against Nub-PD/PB were raised in rabbits against a synthesized peptide (C-QYKQEEDYDDANGG) (amino acids 119–132) conjugated to keyhole limpet hemocyanine carrier protein (Thermo Fisher Scientific, Waltham, MA, USA). The Nub peptide without the carrier protein was coupled to cyanogen bromide-activated sepharose 4B according the manufacturer’s protocol (Sigma-Aldrich, St Louis, MI, USA), and used for affinity-purification of the antisera.

Antibody staining of dissected larval and adult tissues was performed as described previously [58]. Cryostat sections of adults were prepared essentially as described in [59] with the following adjustments: cryostat sections (20 μM) were cut using a cryomicrotome (Jung CM1800, Leica Microsystems GmbH, Wetzlar, DE). Immunostaining of the sectioned tissues was done as described for dissected tissues. Primary antibody against Nub was used at 4 μg/ml and secondary antibodies were Alexa Fluor 488 conjugated goat anti-rabbit antibody (1:1,000) (Molecular Probes, Eugene, OR, USA). Specimens were analyzed in an Axioplan 2 fluorescence microscope (Carl Zeiss AG, Oberkochen, Germany), documented with a Hamamatsu Orca-ER digital camera (C4742-95) and processed with Axiovision Rel 4.8 software.

For analysis of *CecA1-lacZ* reporter gene expression, flies were dissected, fixed and stained for β-gal activity using 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside as substrate, as described previously [36].

### Protein extraction and immunoblotting

Protein extraction from the *Drosophila* cell line mbn-2 was done as previously described [60]. Extraction of 30 to 45 dissected intestines were done by homogenizing the tissues with a metal pestle dipped in liquid nitrogen and suspended in a non-denaturing buffer (20 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid, pH 7.9, 0.56 M potassium chloride, 0.2 mM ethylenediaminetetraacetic acid, 1.5 mM magnesium chloride, 2 mM dithiothreitol, 25% glycerol) supplemented with protease inhibitor according to the manufacturer (Roche Applied Science, Penzberg, Upper Bavaria, Germany). SDS-PAGE was done with 16 to 20 μg of extracted protein per lane. After transfer to polyvinylidinefluoride membranes (Millipore Corporation, Billerica, MA, USA) the membrane was blocked in 10% non-fat dried milk and incubated with anti-Nub antibody (0.1 μg/ml) overnight at 4°C and incubated with SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific) according to the manufacturer’s instruction. Signal quantification was performed using computer software Image J [61].

### RNA extraction and quantitative RT-PCR analysis

RNA extraction, DNase treatment, RT and PCR were carried as previously described [59]. For RT-qPCR analysis, total RNA was isolated from 10 to 30 flies (whole fly extracts) or from 45 dissected guts. When possible, primers and/or probes covered intron/exon boundaries to ensure specific amplification of cDNA; the sequences are given in Additional file 12. All samples were analyzed in triplicate (unless otherwise indicated), and the measured mRNA concentration was normalized relative to the control *RpL32* values. The normalized data were used to quantify the relative levels of a given mRNA according to comparative cycle threshold (2^−ΔΔ^CT) analysis [62,63]. Statistical significance was calculated using paired *t*-test and *P*-values of <0.05, <0.01 and <0.001 were considered significant.

### Chromatin immunoprecipitation

Chromatin was prepared from 20 female flies after manual homogenization and cross-linking with 4% formaldehyde as described previously [64] with the following adjustments: Chromatin fragmentation was done by sonication using a Bioruptur (CosmoBio-Diagenode, Liege, Belgium) for 4 × 10 minutes, to reach DNA size of 100 to 350 bp. Chromatin fragments were incubated with antibodies against Nub (30 μg/ml) or RNA polymerase II C-terminal domain (10 μg/ml) (Ab5408; Abcam, Cambridge, UK) and immune complexes were isolated using 50 μl of a 50% mix of protein A- and protein G-dynabeads (Invitrogen). For immunoprecipitation experiments with naked DNA, phenol-chloroform extraction of proteins was carried out prior to cross-linking and sonication, using standard protocols. The isolated DNA fragments were amplified by PCR using primers specific for *CecA1* (CG1365), *CecC* (CG1373), *AttC* (CG4740), *DiptA* (CG12763) and *Act5C* (CG4027) genes, and for the negative control primers were placed in a non-transcribed intergenic region in chromosome 3L. The PCR conditions were optimized to avoid saturation. Sequences of primers and details of the PCR protocol are described in Additional file 12.

### Microarray analysis, processing and extended analysis

Total RNA was extracted as described [59] from dissected guts and from the rest of the fly minus gut and head (carcass) of 7- to 12-day-old female flies. Isolated RNA was further purified using RNAeasy (Invitrogen) according to manufacturer’s instructions. Tissues from three independent pools of 20 flies were used and analyzed as biological replicates. Pre-processing of the raw-data (Affymetrix .cel files) was done according to the standard analysis pipeline at the Bioinformatics and Expression Analysis Core Facility at Karolinska Institutet, Huddinge, Sweden [65]. Briefly, .cel-files were imported into Affymetrix Expression Console, pre-processed and normalized using the MAS5 default pipeline. No outlier effects were revealed by quality control plots. The data discussed in this publication have been deposited in National Centre for Biotechnology’s Gene Expression Omnibus [66] and are accessible through GEO Series accession number [GSE44234] [67].

After pre-processing and normalization, two-group comparison t-tests were executed on respective sample groups (*nub*^*1*^ and wt, as well as gut and carcass) to identify genes differentially regulated at either the 95% confidence level (*P* <0.05) or the 99% confidence level (*P* <0.01). The raw data were normalized, pre-processed and filtered to remove genes that were not expressed at a detectable level (estimated background signal), leaving 44% and 41% of the transcripts expressed in wt carcass and gut, respectively. 

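Taking a signal of at least 10 on all 3 arrays of a group as expressed, in place of the detection calls of the paper, 45.4% of the 18769 probe sets were expressed in wt carcass, 45.7% in *nub*1 carcass, 50.8% in wt gut and 47.1% in *nub*1 gut. A listed gene counts as measured when a probe set named for it alone was tested in the tissue. Since 4720 probe sets had no gene name, a gene that was not measured need not be unexpressed. For some gene groups the same number was measured in both tissues, such as 18 of 21 IMD pathway genes, 27 of 49 proteasome genes and all 4 co-activator genes. Other groups differed, with 13 of 35 glycosyltransferase genes measured in carcass and 31 in gut, and 2 of 10 spermatheca and female accessory gland genes in carcass and 9 in gut. Genes of the embryonic patterning list also differed, with 19 expressed by the measure above in wt gut, 8 in *nub*1 gut and 1 in each carcass group. Per array, 47.1% to 56.0% of probe sets reached a signal of 10.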

For the *nub*^*1*^ sample group, the distribution of expressed probe identities was 45% and 41% for the carcass and gut sample groups, respectively.

A factorial map of principal component analysis was executed on the whole expressed data by the program Qlucore [68] on the differentially expressed (fold change >2). Gene set enrichment analysis to reveal enriched GO biological processes was performed using Cytoscape [69] and the plugin BiNGO [70]. The analysis was executed using the hyper-geometric test with Benjamini-Hochberg false discovery rate correction (*P* <0.05 for gut; *P* <0.01 for gut and carcass).

Hierarchical clustering analyses were performed using Qlucore [68] on the GO hubs ‘Immune System and Response Process’ as well as extracted differentially expressed genes belonging to the GO clusters ‘Development and Differentiation’ and ‘Nervous System’.

For the Venn diagram figures, a web-based program called Venny was used [71].

## Abbreviations

AMP: Antimicrobial peptides; Att: Attacin; B-gal: B-galactosidase; bp: Base pairs; Cad: Caudal; Cec: Cecropin; CFU: Colony-forming Units; ChIP: Chromatin immunoprecipitation; Dif: *Dorsal-*related immunity factor; Dipt: Diptericin; GO: Gene ontology; IMD: Immune Deficiency; IRE: Infection-induced response elements; kDA: kiloDalton; NF: Nuclear factor; PBS: Phosphate-buffered saline; PGRP: Peptidoglycan recognition proteins; RNAi: RNA interference; ROS: Reactive oxygen species; RT-qPCR: quantitative reverse transcription polymerase chain reaction; UTR: Untranslated region; wt: wild type.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

WD, MMD, XT and YE conceived, designed and performed the experiments. HU, AJ and AB designed and performed initial studies and experiments. JML carried out the extended microarray, statistical and bioinformatic downstream analysis. WD, MMD, JML and YE wrote the paper. All authors read, commented and approved the final manuscript.

## Supplementary Material

Additional file 1 **The *nub *gene organization.** Click here for file

Additional file 2 Nub antibody specificity. Click here for file

Additional file 3 **Expression of *CecA1, Dipt *and *Drs *mRNA is not significantly different in OrR and *nub***^***1 ***^**flies in response to bacterial infection.** Click here for file

Additional file 4 **Gene set enrichment analysis of the 642 differentially expressed transcripts in *nub***^***1 ***^**carcass.** Click here for file

Additional file 5 **Data set of gene set enrichment analysis for *nub***^***1 ***^**versus wild type comparison (carcass).** Click here for file

Additional file 6 **Gene set enrichment analysis of the 961 differentially expressed transcripts in *nub***^***1 ***^**gut.** Click here for file

Additional file 7 **List of ‘Response process’ genes up-or down-regulated in *nub***^***1 ***^**mutants.** Click here for file

Additional file 8 **Gene set enrichment analysis for *nub***^***1 ***^**versus wild type comparison (gut).** Click here for file

Additional file 9 Hierarchical clustering of ‘Immune system and Response processes’ genes. Click here for file

Additional file 10 Hierarchical clustering of ‘Development and Differentiation’ and of ‘Nervous System’ genes. Click here for file

Additional file 11 **Presence of Oct and Oct-like sites in a selection of *nub***^***1***^***- *differentially expressed genes.** Click here for file

Additional file 12 Primer/probes sequences and details of PCR protocols. Click here for file

# Supplementary material for: The Oct1 homolog Nubbin is a repressor of NF-κB-dependent immune gene expression that increases the tolerance to gut microbiota
**Source:** BMC Biol. 2013 Sep 6;11:99. doi: 10.1186/1741-7007-11-99
**Supplement:** Additional file 1 — The nub gene organization.

nub

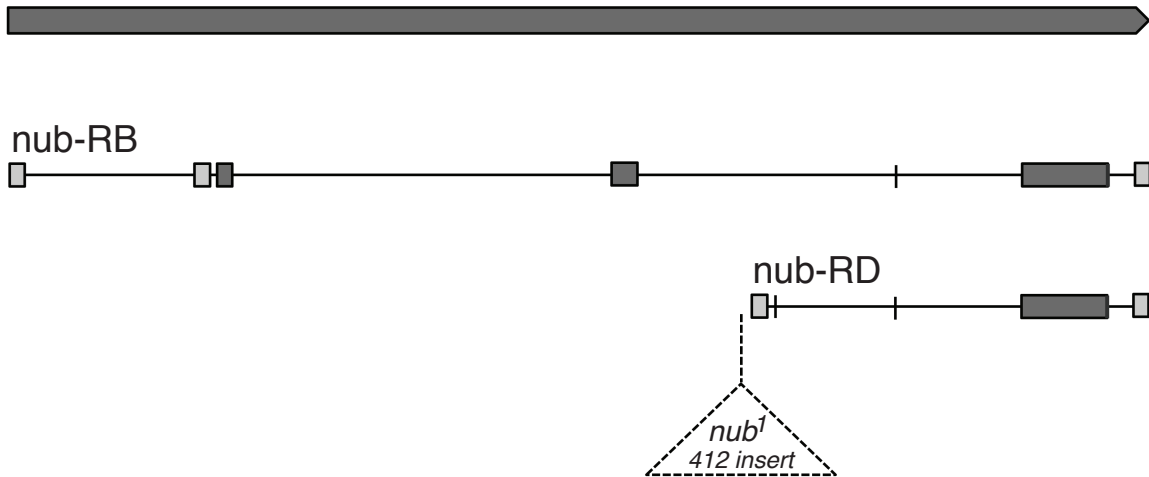

Additional File 1: The *nub* gene organization.

Schematic representation of the *nub* gene, the two transcription units *nub*-RB and *nub*-RD, and the chromosomal rearrangement in *nub1* [20]. The *nub1* mutation is associated with the insertion of the 412 retrotransposon in the second intron of the *nub*-RB transcription unit, near the first exon of *nub*-RD. This strongly reduces *nub*-RD expression in *nub1* mutants [20] and Nub-PD protein is not detected (see Additional File 2).

# Supplementary material for: The Oct1 homolog Nubbin is a repressor of NF-κB-dependent immune gene expression that increases the tolerance to gut microbiota
**Source:** BMC Biol. 2013 Sep 6;11:99. doi: 10.1186/1741-7007-11-99
**Supplement:** Additional file 2 — Nub antibody specificity.

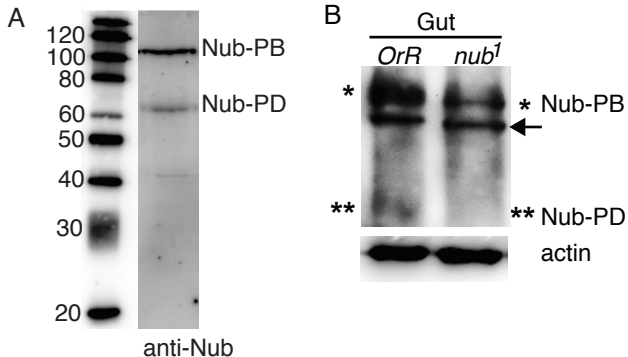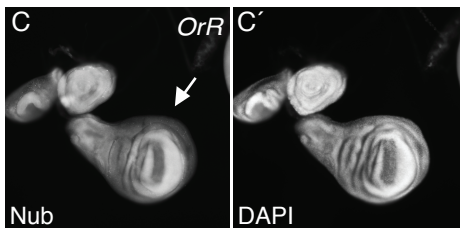

Additional File 2: Nub antibody specificity

(A) Immunoblot experiment confirming the specificity of a new peptide antibody made against the C-terminal part of Nub proteins, and the existence of two predicted protein products of the *nub* gene. Extracts from the *Drosophila* cell line *mbn-2* reveal two nub-encoded proteins: Nub-PB (104 kDa) and Nub-PD (65 kDa). **(B)** Immunoblot of gut extracts from wild type (*OrR*) and *nub1* mutants showing the preferential loss of Nub-PD protein (**) in *nub1* mutants, while Nub-PB (*) is intact in the mutant. Actin is used as a loading control. The arrow indicates a protein product which does not match the predicted molecular weight of either Nub-PB or Nub-PD **(C)** Immunostaining using the peptide-specific Nub antibody confirmed the expected pattern of Nub protein staining in wing (arrow) and leg discs of a wild type larva. Nuclei stained with DAPI (B').

# Supplementary material for: The Oct1 homolog Nubbin is a repressor of NF-κB-dependent immune gene expression that increases the tolerance to gut microbiota
**Source:** BMC Biol. 2013 Sep 6;11:99. doi: 10.1186/1741-7007-11-99
**Supplement:** Additional file 3 — Expression of CecA1, Dipt and Drs mRNA is not significantly different in OrR and nub1 flies in response to bacterial infection.

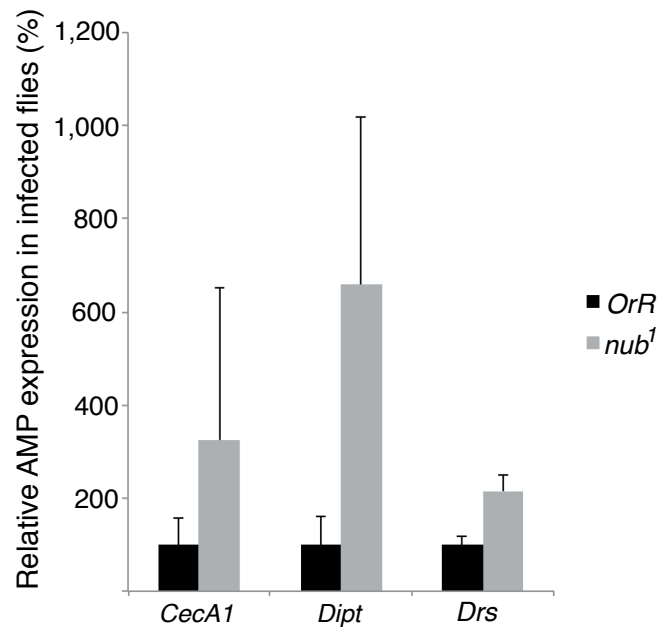

Additional File 3: Expression of *CecA1*, *Dipt* and *Drs* mRNA is not significantly different in OrR and *nub1* flies in response to bacterial infection.

Quantification by RT-qPCR in extracts of infected whole flies. Expression in *OrR* (set as 100 %) and *nub1* flies three hours post-infection. The data are mean values ($n=3$) and error bars indicate standard deviation. Statistical significance calculated using paired t-test showed that the difference between *OrR* and *nub1* is not significant (*CecA1*, $p=0.41$, *Dipt*, $p=0.13$ and *Drs*, $p=0.055$).

# Supplementary material for: The Oct1 homolog Nubbin is a repressor of NF-κB-dependent immune gene expression that increases the tolerance to gut microbiota
**Source:** BMC Biol. 2013 Sep 6;11:99. doi: 10.1186/1741-7007-11-99
**Supplement:** Additional file 10 — Hierarchical clustering of ‘Development and Differentiation’ and of ‘Nervous System’ genes.

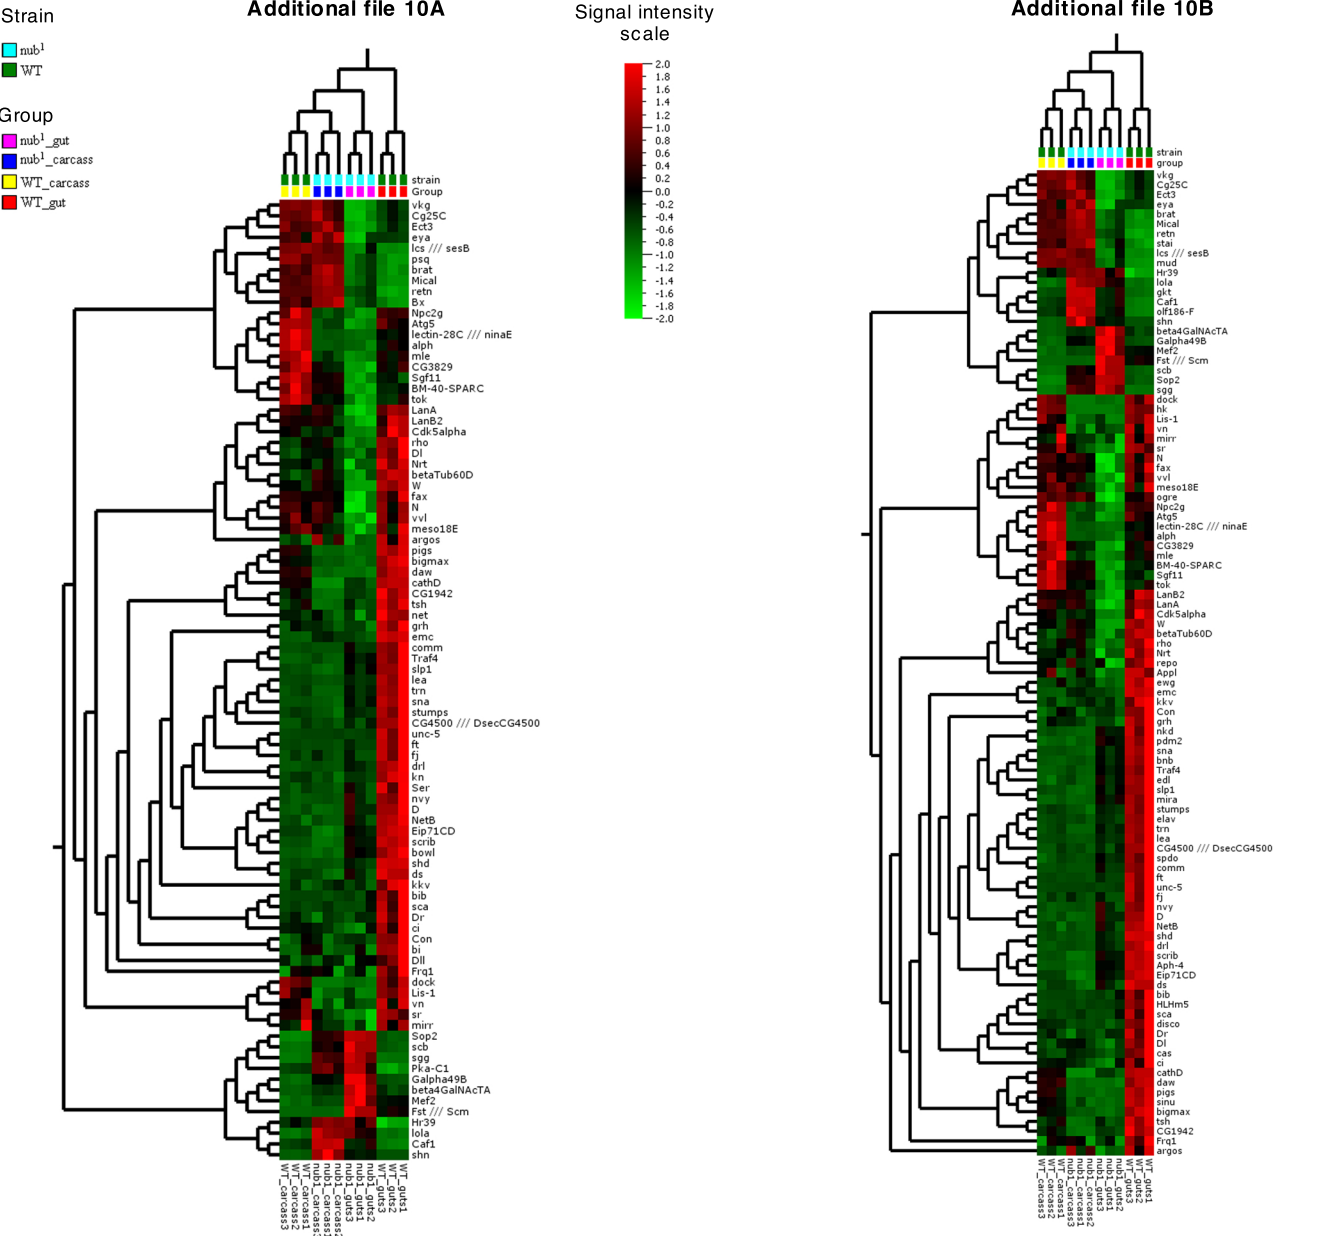

Additional file 10. Hierarchical clustering of 'Development and Differentiation' and of 'Nervous system' genes.

Genes having a similar signal expression pattern are found to cluster together. The signal intensities ranges from red to green where red corresponds to the highest signal expression and green to the lowest.

(A) 'Development and Differentiation': Here we have grouped the following GO Biological processes into a larger group 'Development and Differentiation', all of which have an extensive gene overlap between them. Appendage segmentation, 'leg segmentation', 'leg morphogenesis', 'limb morphogenesis', 'limb development', 'leg joint morphology', 'imaginal disc patterning' and 'appendage development'. (B) 'Nervous system': The following GO groups fall within the 'Nervous system' description: 'Axon Guidance', 'Axonogenesis', 'Ganglion mother cell development' and 'Nervous system development'.

* Note: 'cell morphogenesis involved in differentiation' and 'tissue development' are two groups that we believe both fall within the descriptions 'Development and Differentiation' (A) as well as 'Nervous system' (B) and therefore these genes were listed in both of the figures.

# Supplementary material for: The Oct1 homolog Nubbin is a repressor of NF-κB-dependent immune gene expression that increases the tolerance to gut microbiota
**Source:** BMC Biol. 2013 Sep 6;11:99. doi: 10.1186/1741-7007-11-99
**Supplement:** Additional file 11 — Presence of Oct and Oct-like sites in a selection of nub1- differentially expressed genes.

Additional file 11. Presence of Oct and Oct-like sites in a selection of *nub1*- differentially expressed genes.

Immune system genes with >2 fold change in carcass or gut, or both							
Gene	CG number	Fold change carcass (b)	Fold change gut (b)	Oct sites	Position (a)	Oct-like /nub	Position (a)
AltC	CG4740	45	14	2	-861<br>-22	1	-372
IM23	CG15066	21	3.5	2	-237<br>-220	1	-231
Def	CG1385	15	1.7	2	-492<br>-271		
Drosocin	CG10816	18	4.4	1	-315	1	-315
CecC	CG1373	13	(2.0)	2	-644<br>-239		
AiID	CG7629	8.1	-1.9			1	-394
Dro2	CG32279	(8.1)	4.1	3	-676<br>-506<br>-290		
Iola	CG12052	8.0	5.9	n.d		n.d.	
Sr-CIV	CG3212	(6.0)	11	1	-513	1	-870
CecB	CG1878	5.5	-1.4	1	-526		
Drs	CG10810	4.9	1.1	1	-167		
PGRP-SC2	CG14745	4.8	1.1	3	-1891<br>-1175<br>-1063		
PGRP-SB1	CG9681	4.8	1.5	1	-355		
Ata/AtiB	CG10146/ CG18372	4.7	-2.5	1	-282		
PGRP-LD	CG32912-RB/RA/RD	4.6	1.8	1<br>2	5' RB -307<br>5' RD -431<br>5' RD -46		
Listericin	CG9080	4.4	-1.7	2	-1438<br>-663		
PGRP-SD	CG7496	3.9	-1.3	-			
PGRP-LC	CG4432	3.8	2.9	2	-1281<br>-213		
TotX	CG31193	3.3	2.9	2	-336<br>-324		
PGRP-LB	CC14704-RA/RC/RD	3.3	2.6	4<br>5<br>4	5' RA -1939<br>5' RA -1226<br>5' RA -902<br>5' RA -149<br>5' RC -1889<br>5' RC -1799<br>5' RC -1730<br>5' RC -1102<br>5' RC -613<br>5' RD -1628<br>5' RD -1265<br>5' RD -1215<br>5' RD -440	1	-1719
Tsf1	CG6186	2.9	2.1	2	-1118<br>-490		
Dpt B	CG10794	2.7	-1.4	3	-849<br>-398<br>-219		
Tep II	CG7052	2.7	1.6	2	-777<br>-250		
Pirk	CG15687	2.5	4.3	5	-1954<br>-1764<br>-1561<br>-809<br>-560		
Galpha49B-5' of RD/RE	CG17759	2.5	4.2	3	-1326<br>-1326<br>-1200	1	-1273
Mtk	CG8175	2.5	1.5	3	-1348<br>-789<br>-212	1	-1240
Tep IV	CG10363	2.4	1.8	4	-1304<br>-1068<br>-24<br>14		
Spirit	CG2056	2.4	-1.8	-		-	
Anp	CG1361	(14.5)	154	5	-448<br>-430<br>-278<br>-116<br>-92		
TotM	CG14027	2.1	2.2	3	-938<br>-782<br>-118		
Prx2540-2	CG11765	2.0	-1.4	1	-1028		
Dro3	CG32283	(-1.7)	2.2	1	-235		

Immune system genes not on the microarray (RT-qPCR)							
Gene	CG number	Fold change carcass (b)	Fold change gut (b)	Oct sites	Position (a)	Oct-like /nub	Position (a)
CecA1	CG1365	>10*	>10*	3	-336<br>-181<br>-174	2	-303<br>-226
CecA2	CG1367	n.d.	n.d.	1	-149	2	-324<br>-227
Dpt (c)	CG12763	>10*	4*	1	-153		

Gene name, CG number, number and position of Oct and Oct-like/nub sites in the 5' upstream region within 2000 bp from the transcription start site of respective gene or up to the nearest exon of an adjacent gene. Consensus sequence of Oct sites: AT(C,G)(C,G,T)AAA(A,T) and of the Oct-like/nub site: ATTCAAAT. Genes that were not analyzed, due to complicated gene structure with multiple transcription start sites, are indicated as not determined (n.d.).

(a) Numbers refer to distance in base pairs relative to the transcription initiation site/cap site.

(b) Fold change indicates mRNA expression levels in gut and carcass, comparing wild type versus nub1 mutant, data taken from the microarray data (Additional files 5 and 8) or from RT-qPCR results (asterisk) (Figs 1 and 3). Numbers in parenthesis indicate non-reliable values (concentrations below background level).

(c) ProbeSet on Affy2.0 microarrays for Dipt: 1 out of 14 probes partially aligns to an exonic region of transcript isoform of Dipt meaning that Dipt cannot be measured reliably on the microarray. Numbers given here are from data in Fig 1 and Fig 3.

Immune system genes with <2 fold change in carcass or gut, or both							
Gene	CG number	Fold change carcass (b)	Fold change gut (b)	Oct sites	Position (a)	Oct-like /nub	Position (a)
GNBP3	CG5008	-2.1	-3.9	3	-1602<br>-1060<br>-706		
Dro4	CG32282	-2.5	-2.2	1	-93		
Dro5	CG10812	-1.2	-7.9	2	-481<br>-299	1	-460
CG7227	CG7227	-3.8	-4.2	2*	2728<br>1221		
LysX	CG9120	(-18)	-17	3	-526<br>-387<br>-373		
IM10	CG18279	-20	-26	2	-1939<br>-1579	1	-1009

Immune system genes with no fold change on the microarray							
Gene	CG number	Fold change carcass (b)	Fold change gut (b)	Oct sites	Position (a)	Oct-like /nub	Position (a)
Dro 6	CG32268	1.2	1.0	-		-	
Drs-like	CG32274	1.2	1.1	-		-	
Bsk	CG5680	1.1	-1.3	-		-	

Other types of genes with high fold change on the microarray							
Gene	CG number	Fold change carcass (b)	Fold change gut (b)	Oct sites	Position (a)	Oct-like /nub	Position (a)
Cyp12d1-d	CG30489	45	6.7	5	-1280<br>-1111<br>-879<br>-374<br>-125		
CG42335/ CG13420	CG42335/ CG13420	20	11	1	-477		
Ugt86Dd	CG6633	20	8.5	2	-511<br>-151		
CG1304	CG1304	(1.2)	296	3	-1854<br>-713<br>-354	1	-1972
Lip3	CG8823	(3.6)	65	2	-201<br>-146		
CG13335	CG13335	-4.2	-125	2	-746<br>-734		
Chl9	CG10531	-6.2	-67	3	-1035<br>-594<br>-301		
CG11893	CG11893	-8.2	-93	2	-461<br>-98		
CG31775	CG31775	-17	-44	4	-1829<br>-1761<br>-1296<br>54		
Dock	CG3727	-26	-12	3	17<br>2002<br>3198		
Stet/Rho-2	CG33166-RA+ RB	-42	-8.6	3+3	RA -1858<br>RA -1648<br>RA -14<br>RB -1336<br>RB -1215<br>RB -756		
Cyp4p1	CG10842	-51	-9.5	2	-1964<br>-1899	1	-208

House-keeping genes / reference genes							
Gene	CG number	Fold change carcass (b)	Fold change gut (b)	Oct sites	Position	Oct-like /nub	Position (a)
Gapdh1	CG12055	1.2	1.1	-			
Rpl32/rp49	CG7939	-1.1	-1.1	1	-702		
Act5C	CG4027	1.1	1.2	-			
Aats-arg	CG9020	1.0	-1.1	-

How the deposited data were processed for this re-analysis (not part of the article)

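RNA from the guts and carcasses of *nub*1 and wt females was measured on Affymetrix Drosophila Genome 2.0 arrays, 12 in all, in 4 groups (wt carcass, *nub*1 carcass, wt gut, *nub*1 gut) of 3 pools of 20 flies each, aged 7 to 12 days. The intensity values were deposited by the authors as MAS5 signals on the linear scale, made in Affymetrix Expression Console with a target intensity of 100 per array according to the supplementary tables, where the methods name the MAS5 default pipeline alone. Tool versions are not given in the sources used here. On every array the mean signal without the lowest and highest 2% of probe sets is 100, which shows the scaling, and no probe set had been filtered out. No count or detection call per array was used.

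Of 18952 probe sets, 183 array controls were left out and 18769 used. Names came from the platform table, brought to present symbols through RefSeq for 13544 probe sets and taken as they stand for 103. In total 13647 probe sets had 1 gene, 402 several and 4720 none, which gave 11982 genes. A gene with several probe sets is represented by the one with the highest mean signal. Some genes of the paper, among them *AttA*, *AttC*, *CecC*, *BomBc1*, *BaraA2*, *PGRP-LC*, *PGRP-SD*, *Tep2*, *TotX*, *TotM*, *Notch*, *ft*, *black* and *robo2*, had probe sets that only the supplementary tables of the paper name. These are reported as single genes and left out of the counts and tests of gene lists.

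Signals were taken as log2(signal + 10) and fitted with limma 3.58.1 in R 4.3.3, with the 4 groups in 1 model, moderated variances with a trend on intensity, 8 residual and 3.66 prior degrees of freedom, and contrasts for carcass, gut and the difference between them (gut minus carcass). A probe set was tested when its signal was at least 10 on all 3 arrays of at least 1 of the compared groups, or of any group for the difference. It was taken as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold of at least 2. Means are given with the SD of 3 arrays, log2 fold changes with the SE from limma. A fold given as at least a value is a lower bound against 10, for a group whose signal was under 10 on all 3 arrays. Some log2 fold changes with such a group are printed as fitted, and these depend on the pseudocount. Gene lists were tested with limma's camera, with the correlation preset at 0.01 and again estimated, and with fry, adjusted over the lists of each tissue. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

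The pipeline was tested on simulated arrays with normal noise of the SD of each probe set within the groups, around its mean in the tissue. Changes of log2 2 put into 100 probe sets were recovered for 95% in carcass and 96% in gut, and changes of log2 1.5 for 92% and 95%, with 3 and 2 false calls among the rest. The methods of the paper name two-group t-tests at P <0.05 or P <0.01, and not their sides, scale, variances or adjustment. A t-test run here as 2-sided, on linear signals with equal variances and Benjamini-Hochberg adjustment, recovered 77.5% of changes of log2 2 in carcass and 48.5% in gut. It was run on other simulated arrays, with noise set per tissue on the linear signals, so these rates cannot be set against those of limma. Signals near 10 are close to background, which limits what can be said of genes under that level.

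The text names the genes that the paper names from the arrays in its main text, Table 1 and Figure 7C. It also names the 10 largest rises and the 10 largest falls per tissue among changed genes that were named without the tables of the paper and whose arrays do not overlap between the genotypes, and up to 4 members per described list with the largest changes. Values in the tables of the paper had been seen when this rule was written. Genes of the ejaculatory duct and of embryonic patterning were listed later, after the first results had been seen. Alternatives to the pseudocount, the filter, the normalization, the variance model, the block, the test and the arrays included were run. Those without the arrays that carry eggshell or ejaculatory duct transcripts were chosen after seeing the data. A fit without wt gut replicate 3 and *nub*1 gut replicate 2 was run first and gave way to these. A test for guts of male flies by the RNAs roX1 and roX2 was also set and could not be run, as no probe set was named for them, and a test on other male genes, chosen later, took its place. A first test for ovary RNA, on wt gut replicate 1 alone, used genes chosen for being higher in wt gut so that its outcome was nearly fixed, and it was replaced by one on the carcass arrays. The probe sets bright in gut were chosen after the results had been seen.

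A survey of Oct sites was planned and not run, since it needs a genome sequence that was not used here. The RT-qPCR, immunoblot, reporter, chromatin immunoprecipitation and bacterial count experiments of the paper were not analysed here. Oct sites apart, each comparison set in the plan was run. *CecA1*, *Drosocin*, *wntD*, *bsk* and *Act5C* have no probe set that could be named as theirs alone.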

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

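The tests of ovary RNA, of scaling and of the sources of ejaculatory duct RNA, and the fits without certain gut arrays, were chosen after the results had been seen. The tests of embryo RNA, of probe set variants and of the chromosome arm were set after the patterns they concern had been noticed and before their own values were seen. Groups of 3 arrays are too small to test a single array as an outlier.

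The effect of *nub*1 differed between gut and carcass for 669 probe sets, a comparison that the paper makes without a test. In 100 splits of the arrays, 6 gave as many, the real one included, and the highest of the others gave 796, so this count does not exclude chance. All 5 other splits as large keep the gut arrays grouped by genotype, as 11 of the splits do (smallest count 437), while the 88 that mix them reach at most 353, so a count of this size needs only the grouping of the gut arrays. Among genes the paper names, the difference of the log2 fold changes (gut minus carcass) was −3.59 for the probe set shared by *AttA* and *AttB*, −2.90 for *AttD*, −2.72 for *LysX*, −2.68 for *Listericin*, −2.62 for *Def*, −2.54 for *Drsl5*, −2.21 for *CecB* and −2.12 for *PGRP-SD*. It was −1.98 for *Drs*, −1.96 for *PGRP-SC2*, −1.77 for *AttA* alone, −1.71 for *PGRP-SB1*, −1.5 for *Prx6c*, −1.44 for *spirit*, −1.19 for *GLaz* and −1.0 for *PGRP-LD*. The effect was higher in gut for *black* (1.84), *SPR* (1.69), *Sr-CIV* (1.39), *pirk* and *Fad2* (1.18 each), *CG32495* (1.14) and *Cyp4d21* (1.04). Only 368 of the 669 probe sets were tested in both tissues. The signals of *AttA* alone in *nub*1 flies and of *Sr-CIV* in wt flies were under 10 in both tissues, those of *SPR* and *Cyp4d21* in wt carcass likewise, and *LysX* was not tested in carcass, so their differences partly reflect the level of 1 group above background.

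Among genes the paper does not discuss, the spermatheca gene *Send1* had a log2 fold change of 2.52 in gut, and the neural transcription factor genes *wor* and *SoxN* had −1.92 and −1.99. Ejaculatory duct transcripts that were near background on the wt gut arrays reached signals of 781 for *Dup99B*, 611 for *Obp51a* and 1119 for *Spn77Bb* on a *nub*1 gut array.

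Of 106 measured genes in 7 developmental and cuticle lists, 28 fell in *nub*1 gut. Scaling is argued against, since 100% of the 28 passed the test with quantile normalization as well, and ovary RNA is argued against by the carcass arrays, which hold the ovary and yet had, on every array, less than every wt gut array for 100% of these genes (median log2 difference from wt gut −2.01). RNA of embryos in the wt gut samples is a candidate explanation: of 19 measured embryonic patterning genes, 13 (68.4%) were lower in *nub*1 gut at an adjusted p under 0.05 and none was higher, 8 of them past 2-fold, with a median log2 fold change of −0.96. Of 31 such genes with a probe set, 19 had a signal of at least 10 on all 3 wt gut arrays, 8 on all 3 *nub*1 gut arrays and 1 in each carcass group, and 1 is also a member of another list. The 19 measured genes were thus all kept through wt gut, which leans the test toward falls. Over all probe sets tested in gut, 3414 of 9782 had an adjusted p under 0.05 from limma in either direction. A need for Nub-PD in adult gut cells, which the paper proposes, would lower the developmental genes too and stays open, as it was not tested apart from this.

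The 5 measured genes of the male ejaculatory duct were high on *nub*1 gut replicates 1 and 3, by a median log2 difference of 5.38 from the other gut arrays, and *Anp* among them is counted as an antimicrobial peptide gene. RNA of the whole male tract is argued against by 33 other male reproductive genes, whose median difference was −0.0389 and highest 1.96. The log2 ratio of replicate 3 to replicate 1 was 0.94 on average over the duct genes with an SD of 0.196, which is consistent with 1 source of RNA for all of them. *Anp* reached a signal of 1692 on replicate 3 and 138 on *nub*1 carcass replicate 2. Without replicates 1 and 3 the log2 fold change of *Anp* in gut was 0.88, and no biological explanation was tested.

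The 189 probe sets that changed in the same direction in both tissues could carry differences between the strains other than *nub*1. A variant under a single probe set could be tested on 1 gene only, CG4716, whose other probe set also changed alike (100%), so such variants and an effect of *nub*1 cannot be told apart for the rest. Genes changed alike made up 2.44% of those on arm 2L, which carries *nub*, *black* and *purple*, and 1.97% of those on the other arms, a ratio of 1.24 (Fisher's exact test, 2-sided, p = 0.277). The share was 2.755% on 2R, the other arm of the same chromosome, 2.235% on 3R, 1.72% on X, 1.02% on 3L and 2.33% on 4. As 2R was counted among the other arms, the test does not settle whether linked variants contribute. A candidate is *AttA*, whose own probe set fell in both tissues while the one shared with *AttB* rose in carcass. An effect of *nub*1 in both tissues, as the paper proposes, stays open. Transcripts bright in gut were higher in *nub*1 carcass, and what they add to the shared rises was not tested.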

How the results depend on the processing

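The alternatives without certain gut arrays were chosen after seeing the data. For named genes, 4440 values under alternatives set in advance were computed for 370 results, of which 4219 kept their direction and side of the threshold, 170 no longer passed, 51 newly passed and 0 reversed. Of the 236 results past the test, 162 passed under every one of these alternatives. These alternatives were pseudocounts of 1 and 32, quantile normalization, median scaling, the replicate block, the random block of pools and leaving out 1 array. The t-test, the other filters, the fit without a trend and the fit of 1 tissue alone were not followed for single genes. Of the 417 and 908 probe sets changed by limma in carcass and gut, the t-test also called 328 and 453. A pseudocount of 32 in place of 10 shrinks the folds of dim probe sets by construction and gave 230 changed probe sets in carcass, 549 in gut, 99 in both and 403 for the difference between the tissues, and 227 of the carcass transcripts of the paper past the test. A t-test, which the methods name and which was run here on linear signals with equal variances and adjusted p, gave 472 changed probe sets and 441 transcripts of the paper in carcass, 539 and 444 in gut, with 1 antimicrobial peptide gene raised in carcass and 0 in gut. Its recovery of simulated changes was measured on other simulated arrays than that of limma, so the 2 cannot be ranked by it. With a filter at signal 20, or without the 2 gut arrays with ejaculatory duct transcripts, 1 antimicrobial peptide gene was raised in gut. *AttC* and *CecC* stand outside all these counts of antimicrobial peptide genes. Leaving out 1 array gave 3 to 6 raised in carcass (3 without wt carcass replicate 3) and 1 to 3 in gut (1 without *nub*1 gut replicate 1 or 3, 3 without *nub*1 gut replicate 2). Changed probe sets then numbered 406 to 448 in carcass, 896 to 970 in gut and 182 to 203 in both. The difference between the tissues rose to 1042 probe sets without the 2 duct arrays, and changed probe sets in gut numbered 1248 then and 1120 without the 3 arrays with eggshell transcripts. By mean signal alone, 3358 probe sets in carcass and 4061 in gut were at least 2-fold different with no filter, and 438 in carcass by geometric means. Component 1 held 81.8% of the variance with no scaling of probe sets, 69.4% with a filter at 20, 44.3% with no filter and 62.2% with quantile normalization. Of 9 calls for gene lists by camera, 0 remained with an estimated correlation (smallest adjusted p 0.932 in carcass and 0.791 in gut), while fry called 4 lists in carcass and 22 in gut, or 3 and 21 with the replicate block. Apart from the construction of the settings, the cause was not tested. With the replicate number as a replicate block, 414 probe sets changed in carcass, 906 in gut and 189 in both, though the numbers do not pair the samples (correlations between arrays of the same number −0.351 to 0.328, highest for the own number in 3 of 12). A random block of pools gave a correlation of 0.0774. In carcass the real split gave 417 and the highest of the 9 others 0, in gut 908 and 57, and as 1 of 10 splits is the real one, 10 splits are too few for a share under 0.05. For the 189 alike in both tissues, 1 of 100 splits was as large, the real one, and the highest other gave 2. As the other carcass splits call 0 probe sets, a split that mixes the carcass arrays can share almost none whatever the gut does. The outcome was thus nearly fixed and does not test the overlap of the lists. The survey of Oct sites was not run. Signals near 10 lie close to background and limit the folds of dim genes.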

Differences from the paper's values

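The paper gives 44% of the variance for component 1 (its text), and the value here is 66.2%. Of the alternatives set before the data were examined, the value with no filter on dim probe sets was 44.3%, and the values with quantile normalization (62.2%) and with a pseudocount of 1 (65.7%) lie within 1.5 times that of the paper. Those with no scaling of probe sets (81.8%), a pseudocount of 32 (66.3%) and a filter at signal 20 (69.4%) do not. With no filter, components 2 and 3 held 12.8% and 7.77%. The legend of Figure 7A names all expressed transcripts as the basis of the components, and the methods name both the whole expressed data and the differentially expressed transcripts.

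The gut count by fold alone, 1361 here and 961 in the paper, lies within 1.5 times, and does so no longer with no filter (4061) or without wt gut replicate 2 (1457) or 3 (1514) or *nub*1 gut replicate 2 (1487) or 3 (1501). Of the genes in Figure 7C that were found, all had the direction by mean signal that the figure gives, and the 68 folds of Table 1 that could be compared lay within 1.5 times those of the paper, the largest ratio being 1.41 (Drsl6 in carcass). The paper counts these genes by fold alone and the test here adds an adjusted p. The paper lists *DptB* and *Mtk* as up-regulated in carcass, and their log2 fold changes of 1.41 and 1.35 did not pass (adjusted p = 0.182 and 0.108). It lists *Hsp70Ba* as up-regulated in carcass, which passed here without *nub*1 carcass replicate 2 (2.22) and not otherwise. In carcass *pirk*, which the paper lists as up-regulated, passed with a pseudocount of 1 (1.27), and without wt carcass replicate 1 or *nub*1 carcass replicate 3. *Prx6c*, listed as *Prx2540-2*, passed with a pseudocount of 1 (1.02), with quantile normalization (1.12) and without wt carcass replicate 1 or 2 or *nub*1 carcass replicate 2 or 3. *GNBP3*, listed as down-regulated, passed with a pseudocount of 1 (−1.06) and without wt carcass replicate 3 or *nub*1 carcass replicate 1. In gut, *Drsl3*, which Table 1 gives at 2.2-fold, had a log2 fold change of 0.94 and passed with a pseudocount of 1 (1.17), with quantile normalization (1.25), with median scaling (just over 2-fold) and without wt gut replicate 1 (1.25) or *nub*1 gut replicate 2 (1.17). *TotX*, given at 2.9-fold in gut, passed without *nub*1 gut replicate 1 alone (1.28). The paper states that the regulators *dnr1*, *cad* and *STAT92* were not significantly changed, and in gut their log2 fold changes of −0.51, 0.31 and 0.46 had adjusted p of 0.0156, 0.0459 and 0.0124, all under 2-fold. The other negative regulators it names in this way did not pass in either tissue.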

Other observations

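Spermatheca genes rose in *nub*1 gut. Of 9 measured genes of the spermatheca and female accessory glands 5 rose, none fell and 4 did not pass (5 adjusted over the list alone), and limma's camera gave an adjusted p of 0.00708, or an adjusted p of 0.791 with an estimated correlation. The serine protease genes *Send1*, from 471 ± 39.9 (SD, n = 3) to 2800 ± 670.5, *Send2* (log2 fold change 2.83), *CG17239* (1.67) and *CG32277* (1.47) were among them. *Send2* did not pass without wt gut replicate 2 (adjusted p = 0.052), with a pseudocount of 1 (0.0612) or without the 2 gut arrays with ejaculatory duct transcripts (0.0526). *CG17239* did not pass without wt gut replicate 1 or 2 (0.0527 and 0.0634) or *nub*1 gut replicate 3 (0.0543), with a pseudocount of 1 (0.0931), or without the duct arrays (0.132) or those with eggshell transcripts (0.094). In wt gut the mean log2 signal of the list was 8.02 to 8.34 and in *nub*1 gut 9.11 to 9.81, against 3.89 to 5.30 on the carcass arrays. Of 13 ovary and eggshell genes measured in gut and 22 in carcass, none passed, nor did any of 3 genes of the male list in gut.

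Of 15 measured genes of fatty acid oxidation, *Acox57D-d* (1.72) and *Acox57D-p* (1.42), which encode peroxisomal acyl-CoA oxidases, and *CG3902* (1.53) rose in *nub*1 gut and 12 did not pass, 4 of them being lower at an adjusted p under 0.05 (3 rose adjusted over the list alone; camera adjusted p = 0.55, or an adjusted p of 0.885 with an estimated correlation). Of 71 cytochrome P450 genes in gut 8 rose and 11 fell (8 and 11 adjusted over the list alone), with *Cyp4s3* at 3.04, *Cyp9b2* at 2.25 and *Cyp6a14* at −2.48, and of 31 glycosyltransferase genes 2 rose and 4 fell (2 and 4 adjusted over the list alone), with *Ugt37D1* at −3.11 and *Ugt35D1* at least 8.45-fold lower. Among 16 enteroendocrine genes the peptide gene *NPF* (−1.12) and the neuronal-type transcription factor genes *tap* (−1.42) and *ase* (at least 2.14-fold lower) fell and none rose (3 adjusted over the list alone). *NPF* was under 2-fold without *nub*1 gut replicate 2 (−0.90), *ase* without wt gut replicate 1 (−0.94) or with quantile normalization (−0.90), and *tap* and *ase* with a pseudocount of 32 (−0.84 and −0.54). Of 9 stem cell and enteroblast genes *mira* fell (−1.28) and none rose (1 adjusted over the list alone), of 12 hemocyte genes the collagen gene *vkg* fell (−1.43) and of 10 Malpighian tubule genes *Oatp58Db* (−2.06) and *Irk3* (−2.04) fell. With a pseudocount of 1 *mira* did not pass (adjusted p = 0.119), and *vkg* was under 2-fold without the duct arrays (−0.95). None of 11 glycolysis, 27 proteasome or 17 muscle genes passed in gut by limma, where 3, 6 and 4 of them had an adjusted p under 0.05. In carcass, the larval serum protein genes *Lsp1beta* (3.31, or 2.64 without *nub*1 carcass replicate 3) and *Lsp2* (2.67, or 1.83 without wt carcass replicate 3) rose.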
